# *Abcc6* Null Mice—a Model for Mineralization Disorder PXE Shows Vertebral Osteopenia Without Enhanced Intervertebral Disc Calcification With Aging

**DOI:** 10.3389/fcell.2022.823249

**Published:** 2022-02-03

**Authors:** Paige K. Boneski, Vedavathi Madhu, Ryan E. Tomlinson, Irving M. Shapiro, Koen van de Wetering, Makarand V. Risbud

**Keywords:** ectopic mineralization, osteopenia, intervertebral disc degeneration, spine, vertebra bone, potassium citrate, nucleus pulposus, annulus fibrosus

## Abstract

Chronic low back pain is a highly prevalent health condition intricately linked to intervertebral disc degeneration. One of the prominent features of disc degeneration that is commonly observed with aging is dystrophic calcification. ATP-binding cassette sub-family C member 6 (ABCC6), a presumed ATP efflux transporter, is a key regulator of systemic levels of the mineralization inhibitor pyrophosphate (PPi). Mutations in ABCC6 result in pseudoxanthoma elasticum (PXE), a progressive human metabolic disorder characterized by mineralization of the skin and elastic tissues. The implications of ABCC6 loss-of-function on pathological mineralization of structures in the spine, however, are unknown. Using the *Abcc6* ^*−/−*^ mouse model of PXE, we investigated age-dependent changes in the vertebral bone and intervertebral disc. *Abcc6* ^−/−^ mice exhibited diminished trabecular bone quality parameters at 7 months, which remained significantly lower than the wild-type mice at 18 months of age. *Abcc6* ^−/−^ vertebrae showed increased TRAP staining along with decreased TNAP staining, suggesting an enhanced bone resorption as well as decreased bone formation. Surprisingly, however, loss of ABCC6 resulted only in a mild, aging disc phenotype without evidence of dystrophic mineralization. Finally, we tested the utility of oral K3Citrate to treat the vertebral phenotype since it is shown to regulate hydroxyapatite mechanical behavior. The treatment resulted in inhibition of the osteoclastic response and an early improvement in mechanical properties of the bone underscoring the promise of potassium citrate as a therapeutic agent. Our data suggest that although ectopic mineralization is tightly regulated in the disc, loss of ABCC6 compromises vertebral bone quality and dysregulates osteoblast-osteoclast coupling.

## Introduction

The ABCC6 protein is a mediator of cellular ATP release (Jansen et al., 2013; Jansen et al., 2014) into the blood from hepatocytes where it is primarily expressed. ABCC6 inhibits ectopic mineralization, wherein extracellular ATP is converted to AMP and the key mineralization inhibitor PPi via ectonucleotide pyrophosphate/phosphodiesterase 1 (ENPP1). Absence of ABCC6 causes pseudoxanthoma elasticum (PXE), an autosomal recessive metabolic disorder characterized by ectopic mineralization in elastin-rich tissues such as the eyes, blood vessel walls, and the skin (Borst et al., 2019). To date, over 300 mutations in the ABCC6 gene have been identified, the majority of which are single nucleotide missense mutations that result in protein function loss (Favre et al., 2017). Consequently, global ABCC6 knockout mouse is commonly used to study PXE phenotypes (Bergen et al., 2000; Li et al., 2017). Noteworthy, while ABCC6 is highly expressed in the liver and kidneys, it is minimally expressed, or absent, in elastin-rich tissues affected by PXE (Klement et al., 2005). The PPi produced in the liver is distributed to peripheral organs through blood, with ABCC6 contributing about 60–70% of plasma PPi (Jansen et al., 2013; Jansen et al., 2014) underscoring the metabolic nature of PXE.

Mineral homeostasis is under tight regulation to maintain appropriate development of various tissues including cartilage, bone, and other connective tissues. When mineralization is dysregulated, however, it can result in ectopic mineralization, the aberrant deposition of calcium-phosphate hydroxyapatite crystals in soft connective tissues (Li et al., 2014). Ectopic mineralization affects the connective tissues of the spinal motion segment including the intervertebral disc, facet joint cartilage, and ligaments (Hristova et al., 2011). While disc degeneration is multifactorial, one of the disease sub-phenotypes is ectopic calcification of proteoglycan rich nucleus pulposus (NP) and cartilaginous endplates (CEP) (Moskowitz et al., 1990; Roberts et al., 1998), where the latter has been proposed to cause changes to the blood supply and block diffusion of nutrients into the disc (Ubran et al., 1976; Clarke et al., 2008). In a recent study using high-resolution imaging digital-contact radiography, a strong correlation between aging, disc degeneration status, and pathological calcification of intervertebral disc and between disc and facet joint degeneration and facet cartilage calcification has been shown (Hawellek et al., 2017). Noteworthy, 100% disc and 36.5% facet cartilage specimens showed calcifications indicating that pathological calcification is a prominent feature of the degenerative process (Hawellek et al., 2017). Several mouse models such as spontaneous Enpp1asj-2J mutant mice (Zhang et al., 2016), a model of generalized arterial calcification of infancy (GACI) and aging inbred LG/J mice (Novais et al., 2020) have shown high incidence of disc calcification linked to degeneration that affects the fibrocartilaginous annulus fibrosus (AF) and NP compartments (Novais et al., 2020). Other ectopic mineralization disorders such as diffuse idiopathic skeletal hyperostosis (DISH), caused by a lack of equilibrative nucleoside transporter 1 (ENT1), is characterized by increased ectopic mineralization of AF tissue and bone mineral density which progresses with age (Warraich et al., 2013; Fournier et al., 2020). These ENT1 null mice show reduced expression of anti-mineralization genes *MgP*, *Enpp1*, and *Spp1* by 6 months of age and enhanced ectopic spine calcification from cervical to caudal regions in an age-dependent manner (Ii et al., 2016). Surprisingly, reports of PXE-related calcifications in the musculoskeletal system have only until recently been investigated in zebrafish, where the knockout of the ABCC6 ortholog resulted in hypermineralization of the axial skeleton (Mackay et al., 2015). A very recent study showed that a small subset, 16.7%, of adult GACI patients with mutations in ABCC6 suffered from hypophosphatemic rickets (Ferreira et al., 2021), implying that bone is an affected tissue in relation to ABCC6 mutations. It is also important to note that the intervertebral disc contains an extensive elastin fiber network (Yu et al., 2007), which increases with aging and degeneration (Cloyd and Elliott, 1976). Consequently, discs could be susceptible to mineralization in the context of PXE spectrum of disorders. Given that PPi is a major inhibitor of connective tissue mineralization, it is unclear whether ABCC6-derived systemic PPi is important for preventing disc calcification.

Here, for the first time we provide insights into the role of ABCC6 in vertebrae and the intervertebral disc in the context of aging using *Abcc6* knockout mice. Our results show that loss of ABCC6 significantly affects the vertebral bone morphology and mass. Moreover, we show that K3Citrate could have a potential in treating the observed osteopenic phenotype due to its known propensity to accumulate in bones where it plays an important function in regulating hydroxyapatite mechanical behavior (Hu et al., 2010). Interestingly, we observed that ABCC6 loss does not predispose discs to pathological mineralization. These results highlight the significance of local vs*.* systemic regulation of PPi metabolism in the musculoskeletal system.

## Materials and Methods

### Mice

All animal experiments were conducted following Institutional Animal Care and Use Committee (IACUC) protocols approved by Thomas Jefferson University. In total, 23-weeks, 7 to 8-months, 12-months, and 16- to 18-month-old C57BL6J mice with global deletion of ABCC6, a model for PXE, were analyzed (Klement et al., 2005). After weaning, at 3 weeks of age, mice treated with potassium citrate (K3Citrate) received either 2 mM or 40 mM orally through drinking water for 20 weeks and sacrificed at 23 weeks old.

### Micro-CT Analysis

Micro-CT scans (Bruker SkyScan 1275) of fixed spines were conducted under the following parameters: 50 kV voltage, 200 μA current, 15 μm voxel size resolution. Image reconstruction was performed using NRecon Reconstruction software. Vertebral length, disc height, and DHI were calculated as previously reported (Tsingas et al., 2020). CTan software was used for 3D data analysis of the trabecular bone and to assess bone volume fraction (BV/TV), trabecular thickness (Tb.Th.), trabecular number (Tb.N.), trabecular spacing (Tb.Sp.), structural model index (SMI), and bone mineral density (BMD). 2D analysis of cortical bone assessed bone area (B.Ar.), cross-sectional thickness (Cs.Th.), mean polar moment of inertia (MMI), and tissue mineral density (TMD).

### Histological Analysis

Spines were dissected and fixed in 4% PFA for 48 h, decalcified in 20% EDTA for 15 days, and lumbar (L3-L6) and caudal (Ca1-Ca6) discs were embedded in paraffin. Samples used for calcified sections (L1-L3 and Ca6-Ca12) were placed in 30% sucrose solution for 36 h immediately following fixation, then embedded in OCT and snap frozen. There were 7 μm thick mid-coronal sections stained with 1% Safranin-O, 0.05% Fast Green, and 1% Hematoxylin and Picrosirius Red for morphological assessment and collagen localization, respectively. There were 10 μm thick sections prepared for calcified samples that were collected as previously reported (Dyment et al., 2016) and stained with Alizarin Red to detect free calcium and mineralized structures. Slides were imaged using Axio Imager 2 microscope (Carl Zeiss) equipped with Axiocam 105 color camera with a 5x/0.15 N-Achroplan objective and Zen2^™^ software (Carl Zeiss), and Eclipse LV100 POL polarizing microscope with a 5x/0.15 objective (Nikon) and NIS Elements Viewer software. Gross histology was analyzed using a modified Thompson grading scale and the scores of n ≥ 4 blind graders. Endplate disorganization was analyzed using an endplate grading scale as previously reported (Tessier et al., 2020); scoring was performed by *n* ≥ 3 blind graders. Grading was performed for three lumbar and five caudal discs per mouse [23W (*n* = 8 WT, 8 KO), 128 discs total; 7–8M (*n* = 7 WT, five KO), 96 discs total; 12M (*n* = 5 WT, 6 KO), 80 discs total; 16–18M (*n* = 8 WT, 8 KO), 128 discs total].

### Immunohistology

Mid-coronal sections were deparaffinized and rehydrated using an ethanol series. Following appropriate antigen retrieval, sections were blocked in the appropriate blocking solution (5–10% normal goat serum or normal donkey serum) and then incubated with primary antibodies against carbonic anhydrase 3 (1:150, SantaCruz), keratin 19 (1:50, DSHB, TROMA-III), COMP (1:200, Abcam, ab231977), COL I (1:100, Abcam, ab34710), COL II (1:400, Fitzgerald Industries, R-CR008), COL X (1:500, Abcam, ab58632), aggrecan (1:50, Millipore, AB1031) in a blocking buffer at 4°C overnight. ARGxx (1:200, Abcam, ab3773) and CS (Abcam ab11570) used a MOM kit (Vector Laboratories, Burlingame, CA, United States) for staining and incubation of primary antibodies. Sections were washed with PBS and incubated with conjugated secondary antibody Alexa-Fluor-594 (Jackson ImmunoResearch Lab, Inc., 1:700) for 1 h at room temperature. Sections were stained to detect activity of tartrate-resistant acid phosphatase (1:80, Invitrogen, E6601A) and alkaline phosphatase (Vector Laboratories, SK-5300). All sections were mounted with DAPI (Fisher Scientific, P36934) and imaged using Axio Imager 2 microscope equipped with AxioCam MRm monochrome camera with a 5x/0.15 N-Achroplan or 20x/0.5 EC Plan-Neofluar objectives and Zen2TM software (Carl Zeiss). For quantification, percent-stained area, cell count, and cell band area were calculated by thresholding, transforming the image to binary, and measuring particle number and area using ImageJ software, v1.53a, last access 9/11/2021 https://imagej.nih.gov/ij/.

### Tissue RNA Isolation and Microarray Analysis

AF tissue from lumbar discs (L1-L6) of 7-month-old wild-type (*n* = 4 female) and *Abcc6* ^−/−^ mice (*n* = 4 female) were collected and pooled for each individual mouse. RNA was isolated using RNeasy Mini Kit (Qiagen). Purified RNA was used to prepare cDNA using GeneChip WT Plus kit (Thermo Fisher) and hybridized using Mouse Clarion S gene chips. Gene chips were scanned using an Affymetrix Gene Chip Scanner 3000 7G and Command Console Software. Experimental quality control, analyses, and visualizations were performed using Transcriptome Analysis Console v4.0.2 (TAC). *Abcc6* ^−/−^ samples were compared to WT samples and included probe sets where at least 50% of the samples had a DABG (detected above background) of *p* ≤ 0.05. Inclusion cutoffs were defined at a 1.75-fold change and *p*-value ≤ 0.01. Enrichment analysis of annotated genes was performed using PANTHER overrepresentation test, GO biological and molecular database annotations, and binomial statistical test with FDR ≤ 0.05. Array data are deposited in the GEO database (GSE188943).

### Biomechanical Analysis

Vertebrae (L1-L2) from 23-week-old mice (*n* = 10 WT, 9 KO, 4 KO 2 mM, 8 KO 40 mM) were isolated and stored in PBS-soaked gauze at –20°C before use. Mechanical loading was conducted using a material testing system (TA Systems Electroforce 3200 Series II). First, each vertebra was individually potted into a 2-mm plastic ring mold using acrylic resin (Ortho-Jet, Patterson Dental, Saint Paul, MN). Next, a 0.4-N compressive preload was applied, followed by a monotonic displacement ramp at 0.1 mm/s until failure. Force-displacement data were digitally captured at 25 Hz and converted to stress-strain using a custom GNU Octave script with micro-CT based geometric measurements, as previously described (Park et al., 2019).

### Statistical Analysis

All statistical analyses were conducted using Prism 8 (GraphPad). Graphical data are represented as mean ± SD, distribution was checked with a Shapiro-Wilk test for normality, and differences between the two groups were assessed by *t-*test or Mann-Whitney test when appropriate. Differences between the distribution of percentages were assessed using a Chi-squared test, and the differences between more than two groups were assessed by ANOVA or Kruskal-Wallis followed by uncorrected Dunn’s multiple comparison test for non-normally distributed data. Statistical significance was considered *p* ≤ 0.05.

## Results

### The *Abcc6* ^−/−^ Mice Show Vertebral Osteopenia, Alterations in Disc Height, and Reduced Osteoblast and Osteoclast Activity

Changes in vertebral bone properties of PXE patients or animal models have not been previously reported. Micro-CT analysis of *Abcc6* ^−/−^ vertebrae, however, showed robust age-dependent decline in trabecular bone attributes in lumbar (Figure 1) and caudal (Supplementary Figure S1) spine and alterations in the disc height (Figures 1A–H′). Trabecular parameters BV/TV (Figure 1I), Tb.Th. (Figure 1J), and Tb.N. (Figure 1K) were reduced in *Abcc6* ^−/−^ mice, with a concomitant increase in Tb.Sp. (Figure 1L) at all timepoints except at 23 weeks. Structural model index (SMI), a parameter that determines the rod-like structure of trabeculae and is correlated to bone strength and fracture risk, was significantly higher at all timepoints except 23 weeks (Figure 1M), suggesting that *Abcc6* ^−/−^ trabeculae have decreased bone strength and higher fracture risk. This observation was also supported by an initial higher bone mineral density (BMD) at 23 weeks, but then a progressive reduction in BMD from 7-8 months onward (Figure 1N). Furthermore, these changes in lumbar trabecular bone in *Abcc6* ^*−/−*^ mice were confirmed in the caudal spine (Supplementary Figures S1I–N). Micro-CT analysis showed less of an impact of absence of ABCC6 on lumbar cortical bone. Only at 12 months was there an increase in bone area (B.Ar.) (Figure 1O), mean polar moment of inertia (MMI) (Figure 1P), and tissue mineral density (TMD) (Figure 1R). Interestingly, cross-sectional thickness (Cs.Th.) was only significantly reduced at 7–8 months and 16–18 months, whereas it trended higher at 12 months (Figure 1Q). Cortical bone in caudal vertebrae of *Abcc6* ^*−/−*^ was relatively unaffected with a slightly decreased MMI at 12 months and decreased TMD at 23 weeks (Supplementary Figures S1O–R). When assessing the relationship between the disc compartment and vertebrae, *Abcc6* ^*−/−*^ mice had increased vertebral length and alterations in disc height and disc height index (DHI) (Figures 1S–U), parameters correlated with disc degeneration. Caudal vertebral length, disc height, and DHI, however, only showed significant differences at 7–8 months (Supplementary Figures S1S–U). Together, these results clearly showed that loss of ABCC6 altered bone mass and morphology and resulted in an age-progressive osteopenic phenotype.

**FIGURE 1:**
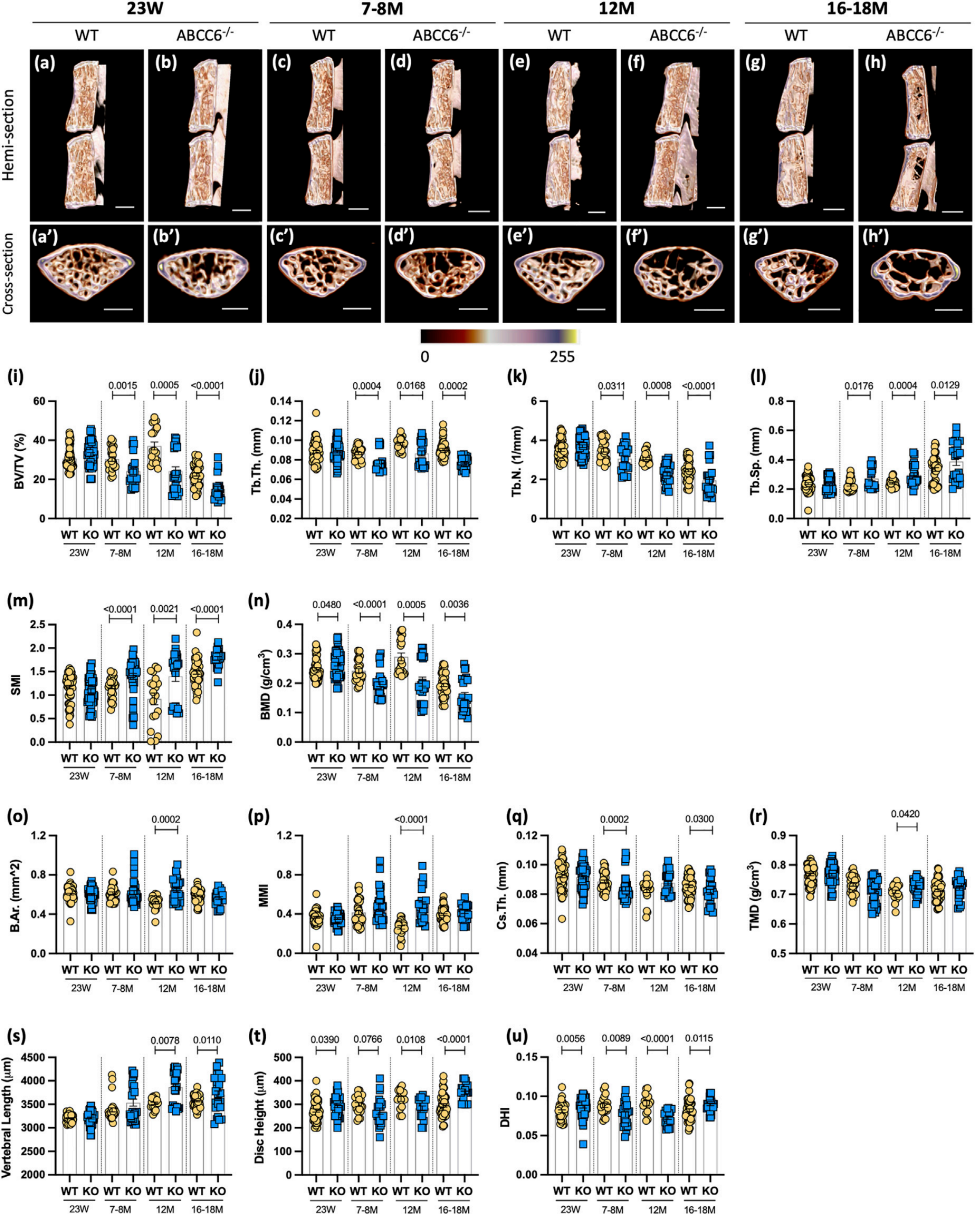
*Abcc6* ^−/−^ mice show vertebral osteopenia, altered disc height, and vertebral length. Representative microCT reconstructions of **(A–H)** hemi- and **(A′–H′)** cross-sections show consistent trabecular thinning in lumbar vertebrae of *Abcc6* ^−/−^ mice at all ages. Quantitative micro-CT analysis of trabecular bone parameters **(I–N)** BV/TV, Tb.Th., Tb.N., Tb.Sp., SMI, BMD, and cortical bone parameters **(O–R)** B.Ar., MMi, Cs.Th., and TMD. **(S)** Vertebral length, **(T)** disc height, and **(U)** DHI are shown for lumbar motion segments. Quantitative analyses are shown as mean ± SD (*n* = 3 lumbar discs and *n* = 4 vertebrae/mouse, *n* ≥ 5 mice/genotype). Significance was determined using unpaired *t*-test or Mann Whitney as appropriate. **(A–H)** Scale bar = 1 mm. **(A′–H′)** Scale bar = 500 μm. BV/TV = bone volume/tissue volume. Tb.Th. = trabecular thickness. Tb.N. = trabecular number. Tb.Sp. = trabecular spacing. SMI = structural model index. BMD = bone mineral density. B.Ar. = bone area. MMI = mean polar moment of inertia. Cs.Th. = cross-sectional thickness. DHI = disc height index.

Interestingly, *Abcc6* ^*−/−*^ vertebrae showed a significant increase in TRAP staining, associated with the osteoclast activity (Figures 2A–C), and a concomitant decrease in TNAP levels (Figures 2D–F) at 7–8 months of age. This initial dysregulation in osteoblastic activity is in line with the observed morphometric deficits suggesting that upregulated osteoclastic activity is driving this progressive trabecular bone loss. These changes, however, were not maintained at 16–18 months with TRAP expression showing only a trend of increased activity over age-matched wild-type control mice, implying that over time the loss of bone is maintained due to decoupling of bone formation and resorption.

**FIGURE 2:**
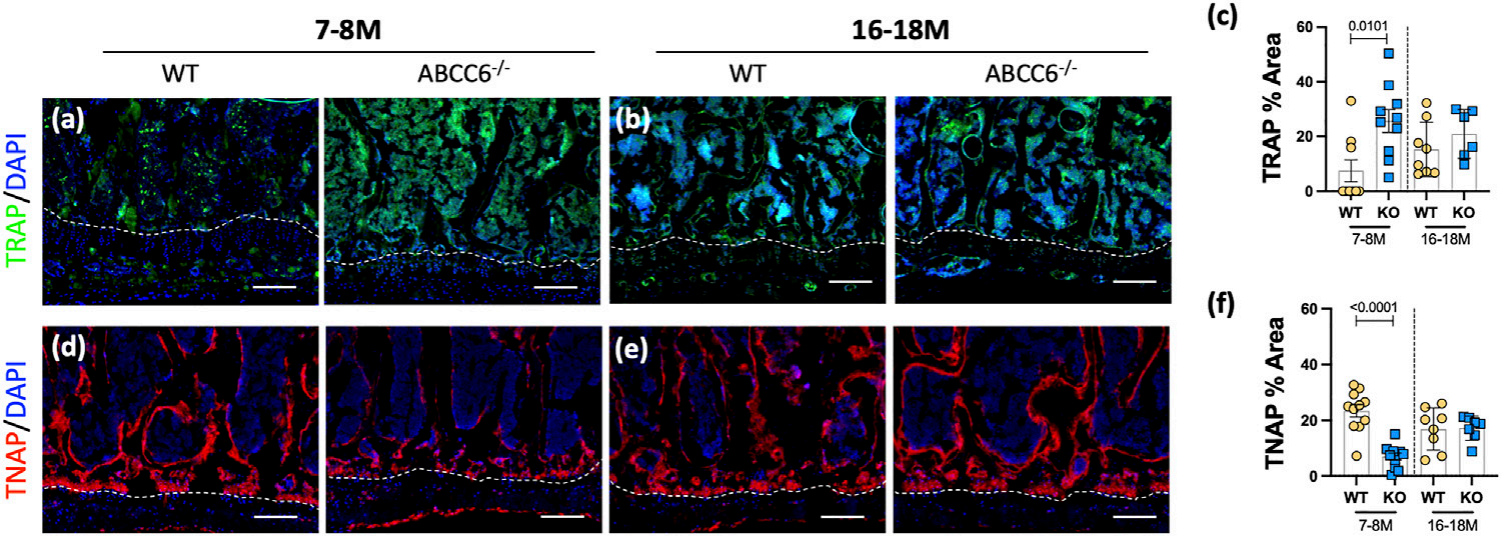
Osteoblastic activity is dysregulated in lumbar vertebrae of *Abcc6* ^−/−^ mice. Immunohistological (IHC) staining showed increased **(A,B)** TRAP staining and decreased **(D,E)** TNAP staining in 7–8-months *Abcc6* ^−/−^ lumbar vertebrae. No difference between genotypes was observed in TRAP **(C)** and TNAP **(F)** activity in 16–18-months mice. Scale bar = 100 μm. Quantitative analyses are shown as mean ± SD. (*n* = 2 vertebrae/mice, *n* ≥ 5 mice/genotype/stain). Significance was determined using unpaired *t*-test or Mann Whitney test as appropriate.

### Loss of ABCC6 Causes Small Changes in Cellular Phenotype but Does Not Promote Age-Dependent Disc Degeneration or Mineralization

Although there are numerous reports on ectopic mineralization of elastin-rich tissues resulting from ABCC6 loss-of-function, there have been none that investigate the significance of this loss on the intervertebral disc. Histological analysis did not show conspicuous changes in lumbar NP and AF cell morphology (Figures 3A–B′). A modified Thompson grading scheme of NP and AF tissue revealed age-related disc degeneration in both wild-type and *Abcc6* ^−/−^ mice, particularly in the AF, a higher proportion of discs scored a grade 3 in the AF at 16–18 months compared to WT discs (Figure 3C). On the other hand, *Abcc6* ^−/−^ at 16–18 months showed fewer discs with grade 2 NP (Figure 3D). We also performed endplate grading using a 3-point scheme by Tessier and colleagues (Tessier et al., 2020). Interestingly, the distribution of endplate grades showed lower scores in 7–8 months and 16- to 18-month-old *Abcc6* ^*−/−*^ mice (Figure 3E).

**FIGURE 3:**
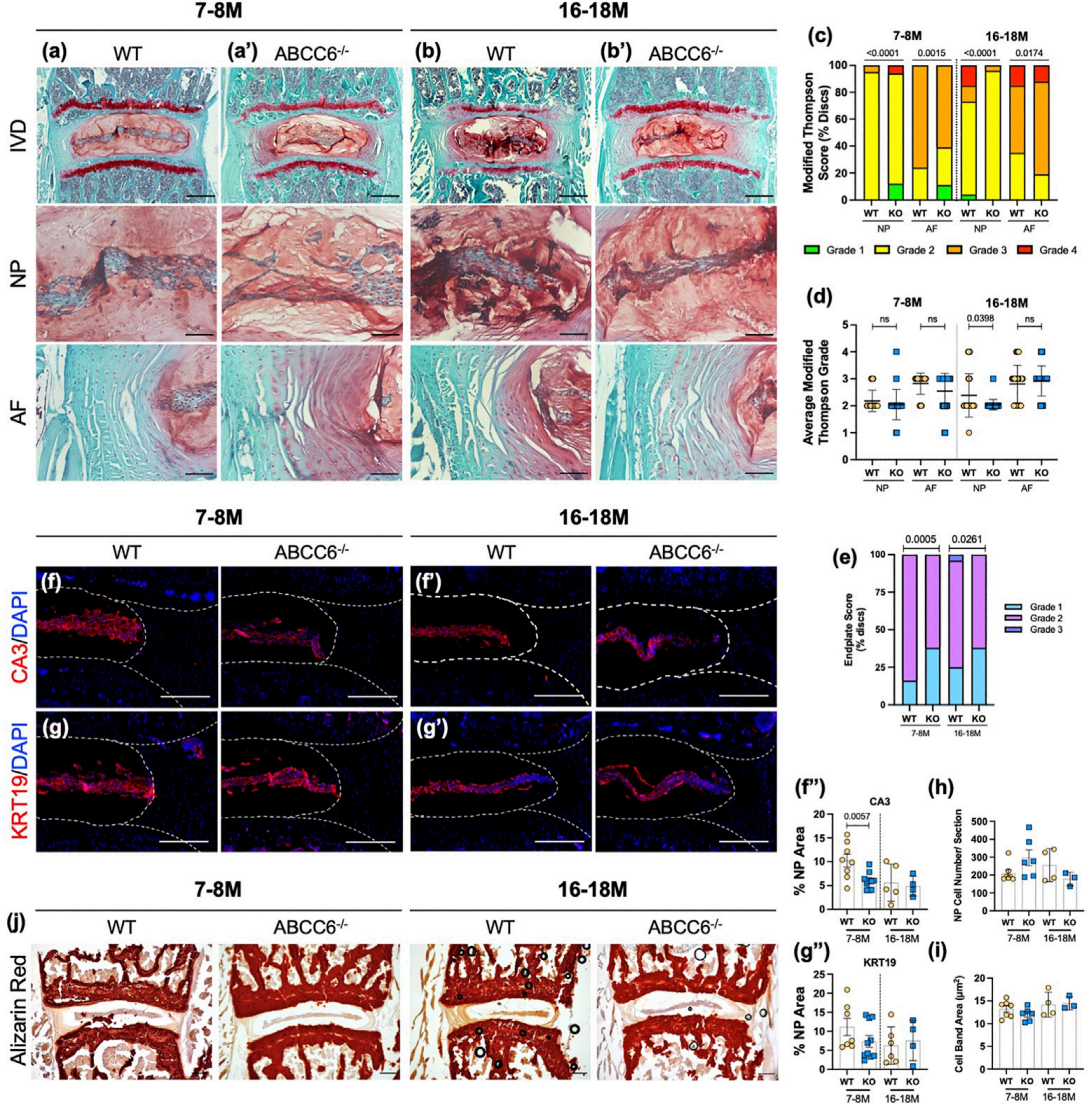
ABCC6 loss shows mild degenerative changes but does not promote disc mineralization. **(A–B′)** Safranin O/Fast Green staining of **(A–A′)** 7–8 months and **(B–B′)** 16- to 18-month-old lumbar discs showed tissue morphology and proteoglycan content consistent with age-related disc degeneration (row 1, scale bar = 200 μm and rows 2-3, scale bar = 50 μm). **(C,D)** Histological grading analysis using the modified Thompson scale showed changes in distribution of grades of degeneration of NP and AF but comparable average grades of degeneration. **(E)** Distribution of endplate grades of 7–8M and 16- to 18-month-old lumbar discs show lower endplate scores in *Abcc6* ^*−/−*^ discs. **(F–G‴)** IHC staining of NP phenotypic markers of 7- to 8- and 16= to 18-month-old lumbar discs showed a slight decrease in **(F–F")** CA3 expression but no difference in **(G–G")** KRT19 expression. **(H)** Average NP cell count and **(I)** average NP cell band area showed no difference between genotypes. **(J)** Representative Alizarin red staining of 7- to 8- and 16- to 18-month-old lumbar discs showed no changes in free calcium staining within the NP or AF. Scale bar = 200 μm. Dotted lines denote NP and AF tissue compartments. Quantitative analyses are shown as mean ± SD. Significance of grading distribution was determined using a χ^2^ test. Significance of average grade data and percent area were determined using unpaired *t*-test or Mann Whitney test as appropriate.

To investigate the phenotype of NP cells of *Abcc6* ^−/−^ mice, levels of phenotypic markers carbonic anhydrase 3 (CA3) and keratin-19 (KRT19) were measured. There was a reduction in CA3 abundance at 7–8 months (Figures 3F–F") with a similar trend in KRT19 levels (Figures 3G–G"). However, this early reduction in marker abundance was not sustained as discs aged, suggesting that loss of ABCC6 does not exacerbate age-related decline in cell number and their phenotype (Figures 3H,I). In addition, Alizarin red staining was performed to assess calcium levels. Analysis revealed presence of AF calcification in one 16–18M *Abcc6* ^−/−^ mouse (Supplementary Figure S2A), however, there was no overall apparent elevation in calcium staining or the presence of calcified nodules in *Abcc6* ^−/−^ discs (Figure 3J), suggesting that discs are not susceptible to pathological mineralization following the loss of ABCC6.

### Loss of ABCC6 Causes Alteration in Collagen Fiber Thickness and Composition in AF

We performed Picrosirius red staining followed by polarized imaging of WT and KO lumbar discs to investigate changes in AF collagen fiber thickness (Figures 4A–B′). The analysis of polarized images showed that lumbar discs of *Abcc6* ^−/−^ mice showed an increased proportion of thin collagen fibers and a lower proportion of thick fibers at 7–8 months of age compared to WT discs (Figures 4A′,C). Interestingly, these percentages were reversed at 16–18 months with more thin fibers compared to thick fibers, suggesting that loss of ABCC6 causes a disruption in collagen turnover and homeostasis. A similar trend in collagen fiber thickness was observed in caudal discs (Supplementary Figures S2E–G). To gain further insights into compositional changes in collagen subtypes, levels of collagen-I (COLI), collagen-II (COLII), and collagen-X (COLX) were measured. Interestingly, abundance of COLI (Figures 4D–D") and COLII (Figures 4E–E") in the AF compartment was comparable between genotypes, suggesting that the changes in proportion of fiber types were not due to COLI and COLII and that other fibrillar collagens could be involved. Notably, levels of COLX, a marker of hypertrophic chondrocytes in the growth plate, were significantly elevated in both the NP and AF of 16–18 months and higher in the NP of 7–8-months ABCC6^−/−^ discs (Figures 4F–F‴). Overall, these results show that ABCC6 loss results in changes in collagen configuration that may reflect mild disc degeneration.

**FIGURE 4:**
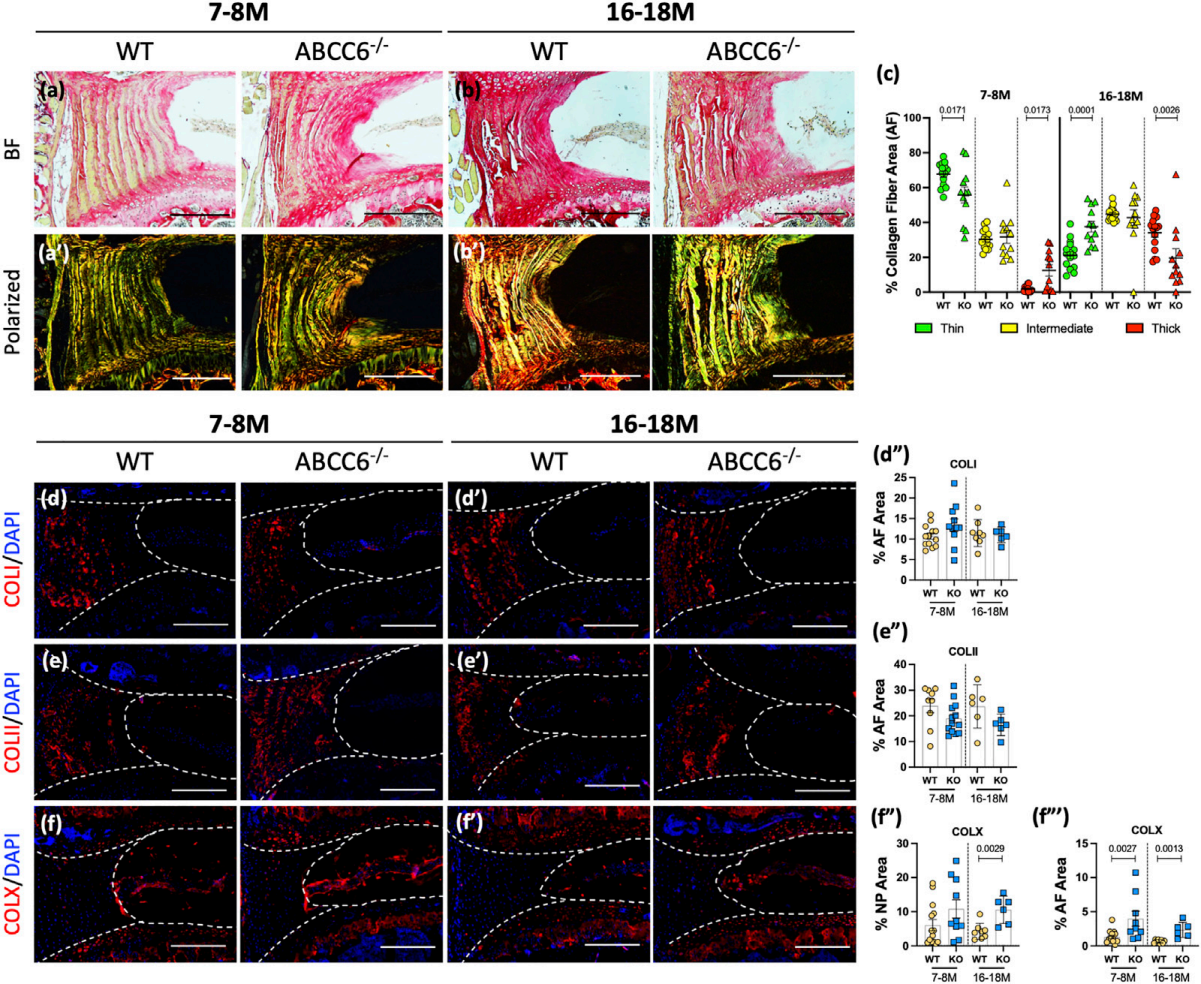
*Abcc6* ^**−/−**^ mice show altered AF collagen fiber composition. **(A–B′)** Picrosirius red staining showed altered collagen fiber thickness in the AF of *Abcc6* ^−/−^ lumbar discs under bright field (BF) and polarized light. **(C)** Quantification of percent collagen fiber area showed a significant difference in distribution of fiber maturity. **(D–F‴)** IHC staining showed no differences in **(D–D")** COLI and **(E–E")** COLII abundance but increased **(F–F‴)** COLX expression at both timepoints of ABCC6^−/−^ AF tissue. Dotted lines denote NP and AF tissue compartments. Scale bar = 200 μM. (*n* = 1-2 discs/animal; *n* ≥ 3 mice/genotype, 5–14 discs/genotype/stain). Quantitative analyses are shown as mean ± SD. Significance was determined using unpaired *t*-test or Mann Whitney test as appropriate.

### *Abcc6* ^−/−^ Intervertebral Discs Show Minor Compositional Changes in Non-Collagenous Matrix Components

The impact of *Abcc6* deletion on composition of major, non-collagenous ECM components of disc was assessed. Staining for ARGxx, an ACAN neoepitope generated by ADAMTS-dependent degradation, showed a small trend of increase in the AF compartment of ABCC6^−/−^ mice at 7–8 months, whereas a significant decrease was noted at 16–18 months (Figures 5A–A"). Aggrecan (ACAN), a high molecular weight and keratan sulfate substituted proteoglycan, was highly expressed in the NP compartment and showed increased abundance in 16- to 18-month-old *Abcc6* ^−/−^ mice; comparable levels in NP were noted between genotypes at 7–8 months (Figures 5B–B‴). There were no differences in aggrecan levels in the AF compartment between KO and WT mice at both time points. While no changes were seen in the NP compartment, levels of CS were reduced in the AF of 16- to 18-months-old *Abcc6* ^−/−^ discs with a trend of decreasing levels at 7–8 months (Figures 5C–C‴). Furthermore, cartilage-oligomeric matrix protein (COMP), another important non-collagenous matrix component, showed comparable abundance across ages and genotypes (Figures 5D–D‴). Taken together, these results suggest alteration in turnover and CS-substitution of ACAN in the AF with concomitant compensatory increase in ACAN levels in the NP of *Abcc6* ^−/−^ mice.

**FIGURE 5:**
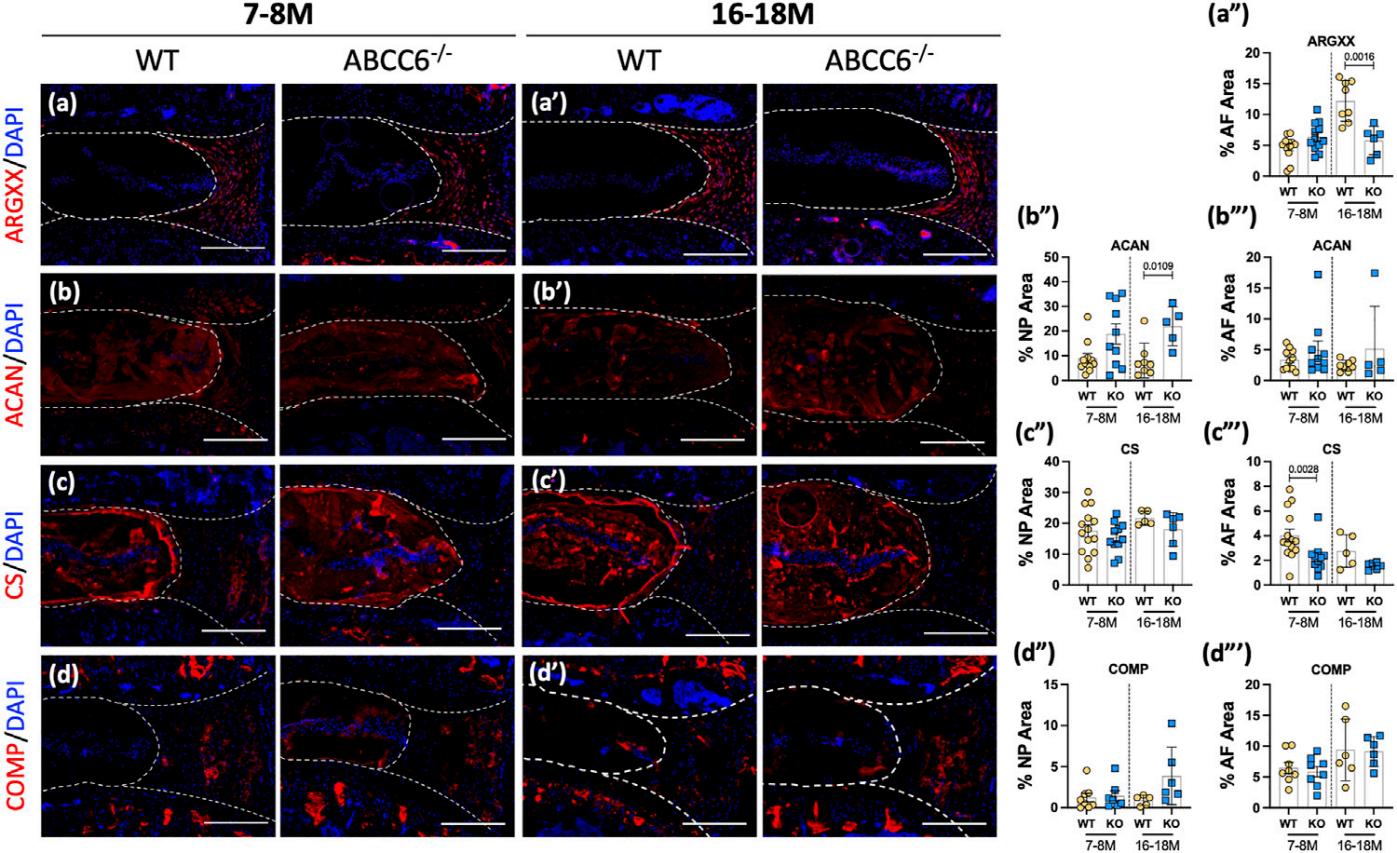
*Abcc6* ^**−/−**^ mice exhibit changes in non-collagenous disc matrix composition. **(A–D′)** IHC staining showed reduced expression of **(A–A‴)** ARGxx and **(C–C‴)** CS in the AF, increased expression of **(B–B‴)** ACAN in the NP, and no changes in **(D–D‴)** COMP expression in 16–18 months lumbar discs. Scale bar = 200 μM. (*n* = 1–2 discs/animal; *n* ≥ 3 mice/genotype, 5–14 discs/genotype/stain). Quantitative analyses are shown as mean ± SD. Significance was determined using unpaired t-test or Mann Whitney test as appropriate.

### *Abcc6* ^−/−^ Mice Reveal Transcriptomic Changes Related to Metabolic Processes and Sensory Perception

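AF tissue of 4 WT and 4 *Abcc6* -/- (KO) female mice aged 7 months was measured on Mouse Clariom S arrays. Nearly every named gene has 1 probe set on this array, and each array held the tissue of 1 mouse. The targeted gene, *Abcc6*, encodes the transporter whose loss lowers systemic pyrophosphate. Its probe set stood at 5.15, 5.25, 5.23 and 4.97 log2 in WT mice 1, 2, 3 and 5, and at 6.17, 5.64, 5.01 and 5.56 log2 in KO mice 6, 7, 8 and 9. The mean was 5.15 ± 0.13 (SD, n = 4) in WT and 5.59 ± 0.47 (SD, n = 4) in KO mice, a log2 fold change of 0.45 (standard error 0.30, adjusted p = 0.848 from limma), or 0.26 without KO mouse 6. In all mice but KO mouse 6, *Abcc6* lay below the median of the array's negative control probe sets. That median was 5.43, 5.82, 5.64 and 5.66 log2 in WT mice 1, 2, 3 and 5. In KO mice 6, 7, 8 and 9 it was 5.81, 6.00, 5.40 and 5.88 log2. The probe set was thus not shown to measure signal above background, and it checks no genotype. Whether its probes lie in the deleted part of the gene is also not known from the sources at hand. Genotypes are those of the labels throughout. The authors summarised the arrays by sst-RMA, a signal space transformation with robust multi-array averaging, and the deposited values are log2 signal. Of 28846 probe sets in the deposited table, 6640 are controls, and the other 22206 were compared between genotypes with limma, a linear model that shares the variance between probe sets. The paper's filter on detection above background needs detection p-values that the table does not hold, so no probe set was left out for low signal. The number of arrays limits the precision. In simulated data of the same size, 44% of genes changed 2-fold and 72% of genes changed 3-fold reached the paper's cutoff of p ≤ 0.01 and fold change ≥ 1.75. A control contrast, chosen after the values were seen, was taken on each array as the median of the 1324 positive control probe sets minus the median of the 5222 negative control probe sets. It was 4.28, 3.17, 4.22 and 3.61 log2 in WT mice 1, 2, 3 and 5, and 2.99, 2.37, 4.30 and 2.85 log2 in KO mice 6, 7, 8 and 9, so that the KO mean was 3.13 ± 0.83 (SD, n = 4) against 3.82 ± 0.53 (SD, n = 4) in WT (2-sided exact permutation test, p = 0.2).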

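Marrow, muscle and nerve were followed with marker lists, among the 45 gene lists written before the data were examined. Markers of neutrophils and their precursors averaged 15.85 ± 0.45 log2 (SD, n = 4) in WT and 15.26 ± 1.00 log2 (SD, n = 4) in KO mice, and 16 of 17 were lower in KO mice. *Elane*, which encodes neutrophil elastase, had a log2 fold change of −1.53 (standard error 0.76, adjusted p = 0.848 from limma), or −0.73 without KO mouse 6. As a set these markers passed limma's camera test (adjusted p = 0.00358), but not with an estimated correlation between genes (adjusted p = 0.701 with an estimated correlation). KO mouse 6 stood at 13.83 log2, against 15.48 to 16.17 log2 in the other KO mice, and without it the set did not pass (median log2 fold change −0.080 from −0.51, adjusted p = 0.482 from camera). Without WT mouse 5 the median was −0.24. Of 13 markers of Schwann cells and nerve, 10 were lower in KO mice, and *Mbp*, which encodes a myelin protein, reached the paper's cutoff with a log2 fold change of −1.69 (standard error 0.43). The nerve markers had an adjusted p = 0.0421 from camera (adjusted p = 0.615 with an estimated correlation), and without WT mouse 1, in which the myelin gene *Mal* stood at 12.42 log2, the set no longer passed (median log2 fold change 0.11 from −0.41, adjusted p = 0.905 from camera). Nor did it pass without WT mouse 2 (adjusted p = 0.0500), KO mouse 8 (adjusted p = 0.234, median −0.73) or KO mouse 9 (adjusted p = 0.0575, median −0.27), and without WT mouse 5 the median was −0.72. Skeletal muscle markers averaged 5.92 ± 0.44 log2 (SD, n = 4) in WT and 5.75 ± 0.11 log2 (SD, n = 4) in KO mice, and the set did not pass (adjusted p = 0.354 from limma's camera). Their mean was 6.58 log2 in WT mouse 1 and 5.59 to 5.83 log2 in the other mice, within the range of the negative control medians (5.40 to 6.00 log2). The list mean was thus not shown to lie above background outside WT mouse 1. The marker *Atp2a1*, however, lay above the negative control median in all mice except KO mouse 9, with 9.81 log2 in WT mouse 3. *Tnnt3*, a troponin of fast muscle, reached the cutoff with a log2 fold change of −1.40 (standard error 0.43), but lay below the negative control median in all mice except WT mouse 1. Markers of red blood cell precursors averaged 10.36 ± 0.79 log2 (SD, n = 4) in WT and 10.75 ± 0.66 log2 (SD, n = 4) in KO mice (adjusted p = 0.107 from limma's camera). The lists of macrophages (adjusted p = 0.478), B cells and their precursors (adjusted p = 0.713), endothelial cells (adjusted p = 0.931) and adipocytes (adjusted p = 0.931) did not pass camera either. The macrophage gene *Adgre4*, which the paper shows in Fig. 6I, was higher in KO mice at the cutoff, with a log2 fold change of 1.26 (standard error 0.28), and was the only macrophage marker with an adjusted p under 0.05 when adjusted over the list alone (adjusted p = 0.0168). Neither the neutrophil markers (adjusted p = 0.128) nor the nerve markers (adjusted p = 0.221) passed camera with the control contrast as a covariate.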

Since AF tissue has an extensive elastin network and undergoes ectopic mineralization in humans and mouse models of disc degeneration, we performed microarray analysis of AF tissue from 7-month-old mice with an aim to obtain molecular and mechanistic insights into early transcriptomic changes resulting from ABCC6 loss. This age also corresponded with emergence of an osteopenic phenotype in vertebrae. 

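Across all 22206 probe sets, the genotypes showed no separation that passed an exact test. KO mice 6, 7 and 9 had scores of 42.0, 81.3 and 54.3 on the first principal component, whereas KO mouse 8 scored −57.4, beside WT mice 1, 3 and 5 at −53.7, −65.2 and −25.5. WT mouse 2 scored 24.2, on the side of KO mice 6, 7 and 9. The first 3 components held 32.9%, 26.2% and 10.6% of the variance, and the scores on the first did not differ between genotypes (exact permutation test, p = 0.171). The mean Euclidean distance was 141 between WT mice, 137 between KO mice and 140 between mice of different genotypes. WT mouse 2 and KO mouse 8 were on average nearer to the other genotype than to their own. The pseudo-F for genotype, the ratio of variation between to variation within the genotypes, was 1.09 (exact permutation test over the 35 splits of the mice into 4 and 4, p = 0.343), and the highest value of any split was 2.60. Without KO mouse 8 it was 1.75 (exact permutation test, p = 0.0571).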

Three-dimensional principal component analysis (PCA) showed clustering of WT samples and consistent clustering among three of the four KO samples (Figure 6A). However, when a stringent cutoff of FDR ≤ 0.5 with a fold change of ≥1.75 was used, it did not find any DEGs between the genotypes. Consequently, to ensure that we capture all the relevant transcriptomic changes resulting from the loss of *Abcc6,* we used a cutoff of *p* ≤ 0.01 with a fold change of ≥1.75 resulting in a list of 144 DEGs in *Abcc6* ^−/−^ AF tissue (Figure 6B)*.* The hierarchical clustering heatmap and volcano plot were used to visualize the directionality and proportions of DEGs (Figures 6C,D).

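*Klk1b22*, which encodes a serine protease of the tissue kallikrein family, came closest to passing the correction for multiple testing. It was higher in every KO mouse (8.25, 6.62, 7.82 and 7.38 log2) than in any WT mouse (4.59, 5.09, 4.65 and 5.17 log2), and its adjusted p = 0.535 from limma was the smallest of all probe sets. No probe set passed an adjusted p of 0.05 or of 0.5 in limma (0 of 22206), and 1172 had an unadjusted p under 0.05. By an unpaired t-test, run as an alternative because the paper does not name its array test, the count was also 0. That test had 1051 probe sets at an unadjusted p under 0.05 and a smallest adjusted p of 0.866. The values of the genotypes did not overlap in 561 probe sets, or 2.53%, where chance gives 2.86%. All probe sets other than *Klk1b22* had an adjusted p of 0.848 or more in limma.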

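At the cutoff, 161 probe sets differed in limma, of which 95 were higher and 66 lower in KO mice. In simulated data of the same size, 192 of 22006 unchanged genes reached the same cutoff. The largest increases among named genes without overlap between the genotypes were *Klk1b22* (log2 fold change 2.64, standard error 0.37), the olfactory receptor *Olfr1462* (1.87, standard error 0.44), *Epyc*, which encodes the cartilage proteoglycan epiphycan (1.80, standard error 0.48), and *Pate4* (1.75, standard error 0.45). They were followed by the vomeronasal receptors *Vmn2r101* and *Vmn2r65* (1.72 and 1.56), the defensin *Defb41* (1.56) and *Sis*, which encodes sucrase-isomaltase (1.56). The largest decreases, again among named genes without overlap, were those of *Fam107b* (log2 fold change −3.72, standard error 0.61), *Fosb*, a subunit of the AP-1 transcription factor (−2.60, standard error 0.81, and −1.66 without WT mouse 3), *Errfi1*, a feedback inhibitor of the EGF receptor (−2.57, standard error 0.58), and *Padi2*, a peptidylarginine deiminase (−2.16, standard error 0.65). *Ugcg*, the glucosylceramide synthase gene (−2.03), *Mbp*, the insulin-degrading enzyme gene *Ide* (−1.66) and *B3gnt2* (−1.62) came next. Of the 161 probe sets, 113 did not overlap between the genotypes and 151 had a gene symbol. The unpaired t-test called 73 probe sets, 64 of them shared with limma. With the control contrast as a covariate limma called 71, of which 31 were shared. All 161 kept their direction with that covariate and 135 a fold change of 1.75 or more, the median size going from 1.27 to 1.00 log2 at a median standard error of 0.36 in both fits. Lower probe sets outnumbered higher ones without WT mouse 1 (45 higher, 79 lower) or WT mouse 5 (47 and 57), with the muscle (84 and 112) or erythroid (94 and 115) covariate and with the control contrast (31 and 40). The count was 278 without WT mouse 2, 49 without WT mouse 3, 104 without WT mouse 5, 85 without KO mouse 6, 81 without KO mouse 7, 992 without KO mouse 8 and 63 without KO mouse 9.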

**FIGURE 6:**
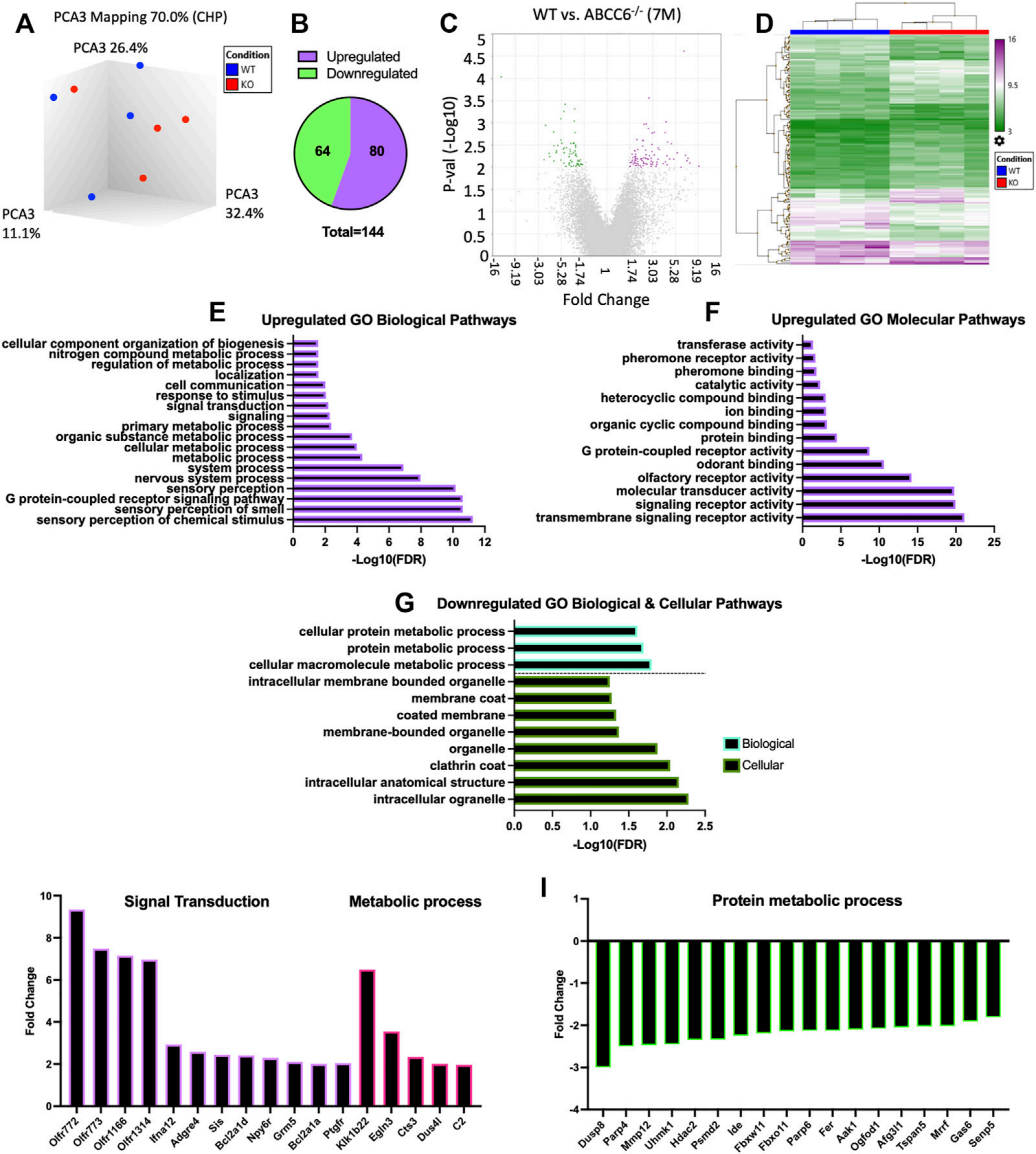
Microarray analysis shows minimal differential expression of genes in *Abcc6* ^−/−^ mice in AF tissue. **(A)** Principal component analysis showed clustering of samples. **(B)** Venn diagram showed a total of 144 differentially expressed genes (DEGs) and **(C)** volcano plot (*p* < 0.01, ≥1.75-fold change). **(D)** Hierarchical clustering showed the directionality of significant DEGs. Upregulated GO **(E)** biological processes (BP) and **(F)** molecular function pathways. **(G)** Downregulated GO BP and GO cellular component pathways. Representative **(I)** upregulated and **(J)** downregulated DEGs from select GO processes.

Enrichment analysis was performed using PANTHER to assess GO biological, molecular, and cellular pathways related to these DEGs. From this analysis, among the most enriched upregulated GO biological and cellular processes included sensory perception, cellular metabolic process, signal transduction, G protein-coupled receptor activity, and ion binding (Figures 6E,F). 

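Olfactory and vomeronasal receptors, G protein-coupled receptors of the nasal sensory epithelia, were over-represented among the probe sets higher in KO mice. Of 1414 such probe sets, 41 (27 olfactory and 14 vomeronasal) were higher at the cutoff and 0 were lower, or 2.9% against 0.248% of 18158 other named probe sets (odds ratio 12.0, 95% confidence interval 7.64 to 18.8, Fisher's exact test, p = 2.33e-24). That test takes probe sets, not mice, as independent units. Of the 35 splits of the mice into 4 and 4, 5 called as many receptors or more in 1 direction, the real split included, with up to 384. The shift was broad, with 1259 of the 1414 higher in KO mice and a median log2 fold change of 0.44. Examples were *Olfr1353* (log2 fold change 1.78, standard error 0.46), *Olfr894* (1.47, standard error 0.41) and *Vmn1r210* (1.38, standard error 0.32). The vomeronasal receptors (297 of 323 probe sets higher, adjusted p = 1.67e-19), the olfactory receptors (962 of 1091 higher, adjusted p = 1.04e-17) and the taste and trace amine receptors (45 of 53 higher, adjusted p = 3.06e-06) passed limma's camera test as sets. Each had an adjusted p = 0.615 with an estimated correlation. Without KO mouse 8 the median log2 fold change of the olfactory receptors was 0.64, from 0.42. The paper chose this theme on the same samples, so the counts are not independent evidence of their direction. *Olfr772* and *Olfr773*, which the paper shows in Fig. 6I, are close paralogs that may share probe signal.
Mean signal of the olfactory receptors followed the control contrast over the 8 mice, being higher where the contrast was lower (Pearson's r = −0.969, permutation p = 0.000719, adjusted p = 0.00462 over 45 lists; Spearman's rho = −0.976, permutation p = 0.000397, adjusted p = 0.00893). Without the 2 mice farthest from the median contrast, KO mice 7 and 8, r was −0.953. In KO mouse 8 the olfactory receptors averaged 5.37 log2, near WT mouse 3 at 5.40 log2, and in the other KO mice 6.31 to 6.47 log2. In a fit that took the control contrast as a covariate, 5 receptors were higher and 4 lower at the cutoff (odds ratio 2.57, Fisher's exact test, p = 0.0616), and in camera the vomeronasal receptors passed (adjusted p = 0.0352, but 0.891 with an estimated correlation) and the olfactory receptors did not (adjusted p = 0.248). The count of receptors higher at the cutoff was 20 without WT mouse 1, 6 without WT mouse 3, 17 without WT mouse 5, 10 without KO mouse 6, 14 without KO mouse 7, 226 without KO mouse 8 and 9 without KO mouse 9. By the unpaired t-test it was 8.

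**Figure D1:**
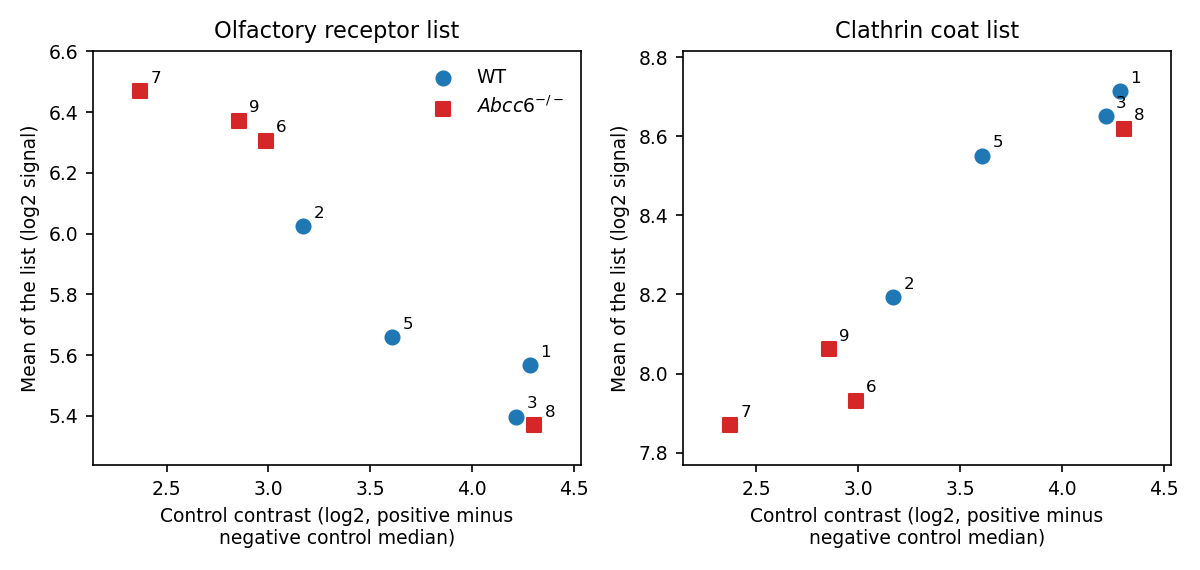
Mean log2 signal of the olfactory receptor list (left) and of the clathrin coat list (right) in each mouse against the control contrast of its array (log2, median of positive minus median of negative control probe sets). Circles are WT mice and squares are *Abcc6* -/- mice, numbered as in the text. KO mouse 8, with a contrast of 4.30 log2, sits beside WT mice 1 and 3 in both plots.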

Among the most enriched downregulated GO processes included cellular macromolecule molecular process, protein metabolic process, and cellular processes related to clathrin coat and membrane-bound organelle (Figure 6G). 

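Genes of the clathrin coat, which buds vesicles from the plasma membrane and the trans-Golgi network, were lower in KO mice as a set, with 27 of 33 lower and a median log2 fold change of −0.39. At the cutoff were *Clint1*, an adaptor of clathrin at the Golgi (log2 fold change −1.33, standard error 0.40), *Ap1g1*, a subunit of the AP-1 adaptor (−1.22, standard error 0.34), and *Aak1*, a kinase of the AP-2 adaptor (−1.11, standard error 0.32). Proteasome subunits were lower in 32 of 38 cases, among them *Psmd2* at the cutoff (log2 fold change −1.23, standard error 0.35) and *Psmd6* (−1.0, standard error 0.45), which did not reach it. Of 75 F-box proteins, which bring substrates to ubiquitin ligases, *Fbxo11* (−1.29, standard error 0.36) and *Fbxw11* (−1.25, standard error 0.25) were lower at the cutoff and 0 were higher. *Fbxw11* was the only member with an adjusted p under 0.05 when adjusted over the list alone (adjusted p = 0.0366). The clathrin coat genes (adjusted p = 7.61e-05) and the proteasome (adjusted p = 5.19e-05) passed limma's camera test, each with an adjusted p = 0.615 with an estimated correlation, and the F-box proteins did not (adjusted p = 0.215). Without WT mouse 1 the proteasome did not pass (median log2 fold change −0.16 from −0.37, adjusted p = 0.0698 from camera). Without KO mouse 8 the median was −0.66 for the proteasome and −0.60 for the clathrin coat. The paper found the clathrin term, and picked *Aak1*, *Psmd2*, *Fbxw11* and *Fbxo11*, on the same samples, so these lists are not independent evidence.
The mean of the clathrin coat genes rose with the control contrast (Pearson's r = 0.960, permutation p = 0.000670, adjusted p = 0.00462; Spearman's rho = 0.905, permutation p = 0.00456, adjusted p = 0.0228; r = 0.951 without KO mice 7 and 8). The mean of the proteasome did so too (Pearson's r = 0.882, permutation p = 0.00417, adjusted p = 0.0156; Spearman's rho = 0.929, permutation p = 0.00223, adjusted p = 0.0228; r = 0.823 without KO mice 7 and 8). The clathrin coat (adjusted p = 0.212) and the proteasome (median log2 fold change 0.017, adjusted p = 0.949) no longer passed camera with this contrast as a covariate.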

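*Klk1b22* averaged 7.52 ± 0.70 log2 (SD, n = 4) in KO and 4.88 ± 0.29 log2 (SD, n = 4) in WT mice (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). It lay below the negative control median of its array in every WT mouse and above it in every KO mouse, so the WT values are at background. The gene lies within 5 Mb of *Abcc6*, so sequence around the targeted allele cannot be told apart from an effect of *Abcc6* loss. *Bcl2a1d*, which encodes an antiapoptotic protein of the BCL2 family, was higher in KO mice with a log2 fold change of 1.41 (standard error 0.36) and no overlap between the genotypes, as was *Ptgfr*, which encodes the receptor of prostaglandin F (log2 fold change 1.12, standard error 0.35). *Ptgfr* lay below the negative control median of the array in every WT mouse and in KO mouse 8, so its WT values are at background. *Npy6r*, a neuropeptide Y receptor (log2 fold change 1.30, standard error 0.41), and *Ifna12*, a type I interferon (1.14, standard error 0.36), reached the cutoff with values that overlapped (exact permutation test, p = 0.0571 for each). *Egln3*, the prolyl hydroxylase PHD3, did not reach it and stood lower in KO mice, at 6.88 ± 0.64 log2 (SD, n = 4) against 7.55 ± 1.15 log2 (SD, n = 4) in WT mice (log2 fold change −0.67, standard error 0.55, adjusted p = 0.848 from limma, exact permutation test p = 0.314). Its log2 fold change was −1.20 without WT mouse 2, −0.30 without WT mouse 3 and −0.35 without KO mouse 7. *Bcl2a1a*, a paralog that may share probe signal with *Bcl2a1d*, had a log2 fold change of 1.30 (standard error 0.38). Of 25 kallikreins, 20 were higher in KO mice and *Klk1b22* was the only member at the cutoff (adjusted p = 0.000603 when adjusted over the list alone). Of 16 type I interferon genes 14 were higher, with *Ifna12* at the cutoff. On every array, *Ifna12* and the means of the kallikrein and interferon lists lay below the median of the negative control probe sets (5.40 to 6.00 log2). The differences in *Ifna12* and in the 2 list means were thus not shown to be of signal above background. Single members differed in this, as the kallikreins *Klk1b8* and *Klk1b24* lay above the negative control median on every array. Both lists, which hold a gene the paper picked on these samples, passed limma's camera test (adjusted p = 0.00351 for the kallikreins and 0.00101 for the interferons), each with an adjusted p = 0.615 with an estimated correlation. Neither passed with the control contrast as a covariate (adjusted p = 0.860, with the kallikreins' median log2 fold change at −0.041, and adjusted p = 0.345), and *Ifna12* (0.80), *Npy6r* (0.78) and *Ptgfr* (0.84) no longer reached the cutoff. These 3 genes also missed it by the unpaired test run as an alternative to limma.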

The select genes classified under these enriched pathways included upregulation of signal transduction genes *Ifna12*, *Npy6r*, *Bcl2a1d*, and *Ptgfr* and metabolic process genes *Klk1b22* and *Egln3*. Whereas downregulated DEGs included *Mmp12*, *Hdac2*, and *Tspan5* (Figures 6I,J). 

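*Mmp12*, which encodes the macrophage elastase, averaged 5.01 ± 0.54 log2 (SD, n = 4) in KO and 6.28 ± 0.48 log2 (SD, n = 4) in WT mice, a log2 fold change of −1.27 (standard error 0.36). It lay below the negative control median of the array in every KO mouse and above it in every WT mouse, so its KO values are at background. *Hdac2*, a histone deacetylase, averaged 8.00 ± 0.77 log2 (SD, n = 4) in KO and 9.35 ± 0.45 log2 (SD, n = 4) in WT mice, a log2 fold change of −1.35 (standard error 0.41). For *Tspan5*, a tetraspanin, the means were 7.47 ± 0.52 log2 (SD, n = 4) and 8.59 ± 0.36 log2 (SD, n = 4), a log2 fold change of −1.12 (standard error 0.33). None of the 3 overlapped between the genotypes (exact permutation test, p = 0.0286 for each). Of 29 aggrecanases, matrix proteases and their inhibitors, *Mmp12* alone reached the cutoff, and the list did not pass limma's camera test (adjusted p = 0.505). Of all 35 genes shown in Fig. 6I,J or named in the text, 34 reached the cutoff in the direction the paper gives, 16 of 17 higher and 18 of 18 lower in KO mice. By the unpaired test run as an alternative to limma, 13 of the 35 did, and *Mmp12*, *Hdac2* and *Tspan5* were not among them. With the control contrast as a covariate 7 of the 35 did, *Mmp12* among them, while *Hdac2* (−0.83) and *Tspan5* (−0.83) no longer reached the cutoff. Leaving out 1 mouse gave counts of 15 (WT mouse 1), 18 (WT mouse 2), 8 (WT mouse 3), 12 (WT mouse 5), 8 (KO mouse 6), 12 (KO mouse 7), 30 (KO mouse 8) and 11 (KO mouse 9).

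**Figure D2:**
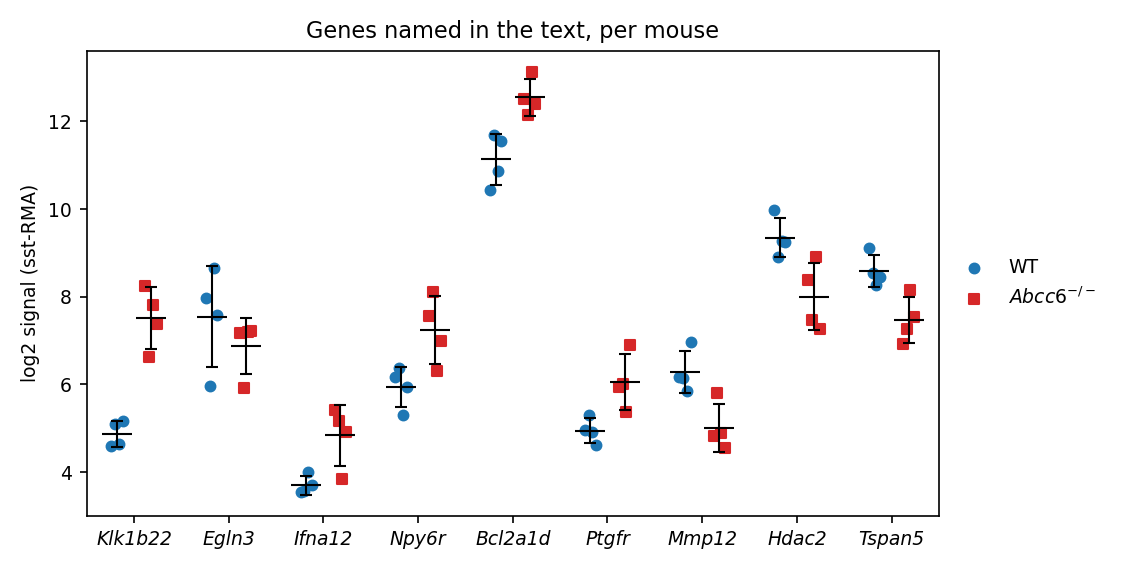
Log2 signal of 9 genes named in the text in each mouse. Circles are the 4 WT mice, squares are the 4 *Abcc6* -/- mice, and bars give the mean ± SD of each genotype. The genotypes are apart for *Klk1b22*, with WT mice up to 5.17 log2 and KO mice from 6.62 log2, and overlap for *Egln3*, *Ifna12* and *Npy6r*.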

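Genes of the disc matrix showed no shift as sets. Of 32 genes of AF and tendon matrix, 11 were higher and 21 lower in KO mice and 0 reached the cutoff, with *Aspn*, which encodes asporin, at a log2 fold change of −2.08 (standard error 1.07) and *Lum*, which encodes lumican, at 1.03 (standard error 0.44). Of 18 elastic fibre genes, 0 reached the cutoff, with the fibulin gene *Fbln1* at −1.03 (standard error 0.70) and the fibrillin gene *Fbn2* at 0.66 (standard error 0.38). Among 20 chondrocyte genes, *Epyc* was the only member at the cutoff. For the genes of the proteins stained in the discs, the log2 fold changes were −1.29 (standard error 0.75) for *Acan*, −0.80 (standard error 0.59) for *Comp*, −0.12 (standard error 0.47) for *Col1a1*, −0.43 (standard error 0.38) for *Col10a1*, 0.58 (standard error 0.77) for *Car3* and 0.51 (standard error 0.97) for *Krt19*. Without WT mouse 3 the values were −0.73 for *Acan*, −0.27 for *Comp*, −0.22 for *Col10a1* and −0.33 for *Fbln1*. Without KO mouse 7 they were −0.72 for *Acan*, −0.46 for *Comp*, −0.17 for *Col10a1* and −1.20 for *Aspn*. *Lum* stood at 0.65 without WT mouse 1, and *Col10a1* at −0.65 without KO mouse 8. Leaving out 1 mouse turned the direction of *Col1a1* (−0.47 without WT mouse 1 to 0.18 without KO mouse 6), *Car3* (−0.090 without KO mouse 6 to 1.17 without KO mouse 7) and *Krt19* (−0.17 without KO mouse 6 to 1.43 without WT mouse 1). In limma's camera test the adjusted p was 0.215 for AF and tendon matrix, 0.304 for elastic fibres, 0.524 for chondrocytes, 0.524 for nucleus pulposus and notochord, 0.282 for chondroitin sulfate synthesis, and 0.798 for the stained proteins. It was 0.0817 for the TGF-β, BMP and Wnt signals, among which *Bmpr2*, a BMP receptor, was lower at the cutoff (log2 fold change −1.47, standard error 0.44). Of all 45 lists, 17 passed, 7 higher and 10 lower in KO mice. With an estimated correlation 0 passed (smallest adjusted p = 0.615, smallest unadjusted p = 0.0721 among the 17), and with the control contrast as a covariate 7 passed, of which 2 were among the 17. Members with an adjusted p under 0.05 over all probe sets numbered 0 in limma (1172 probe sets at an unadjusted p under 0.05, and 0 adjusted by the unpaired t-test). When adjusted over the list alone, 5 members of 5 lists passed. That adjustment does not correct for the number of lists, and the paper picked *Klk1b22*, *Adgre4* and *Fbxw11* among them on the same samples.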

Overall, the clustering of these DEGs in more generalized biological processes and cellular pathways is consistent with the observed intervertebral disc phenotype of *Abcc6* ^*−/−*^ mice which lack ectopic mineralization and pronounced degeneration.

### K3Citrate Treatment Restores Early Cellular Changes and Mechanical Performance in *Abcc6* ^−/−^ Vertebrae

We investigated whether oral supplementation K3Citrate can reverse the early cellular and mechanical changes that may occur prior to the onset of bone loss. We analyzed vertebrae from 23-week-old *Abcc6* ^−/−^ mice that were treated with vehicle or K3Citrate at 2 and 40 mM for 20 weeks starting at 3 weeks of age. While 23-week-old *Abcc6* ^−/−^ mice do not evidence bone loss, they show increased TRAP abundance compared to WT animals. These increased TRAP levels in KO vertebrae were restored to WT levels in cohorts treated with 2 mM K3Citrate and showed a further reduction at 40 mM K3Citrate (Figures 7A–E). Unlike altered TRAP labeling, at this age, vertebral TNAP activity in *Abcc6* ^−/−^ was comparable to WT. However, vertebral TNAP abundance was significantly increased in *Abcc6* ^−/−^ mice treated with 40 mM K3Citrate (Figures 7F–J) suggesting stimulation of osteoblastic function. These results suggest that bone loss from ABCC6 deletion was initiated by elevated osteoclast activity which was subsequently followed by osteoblastic dysfunction.

**FIGURE 7:**
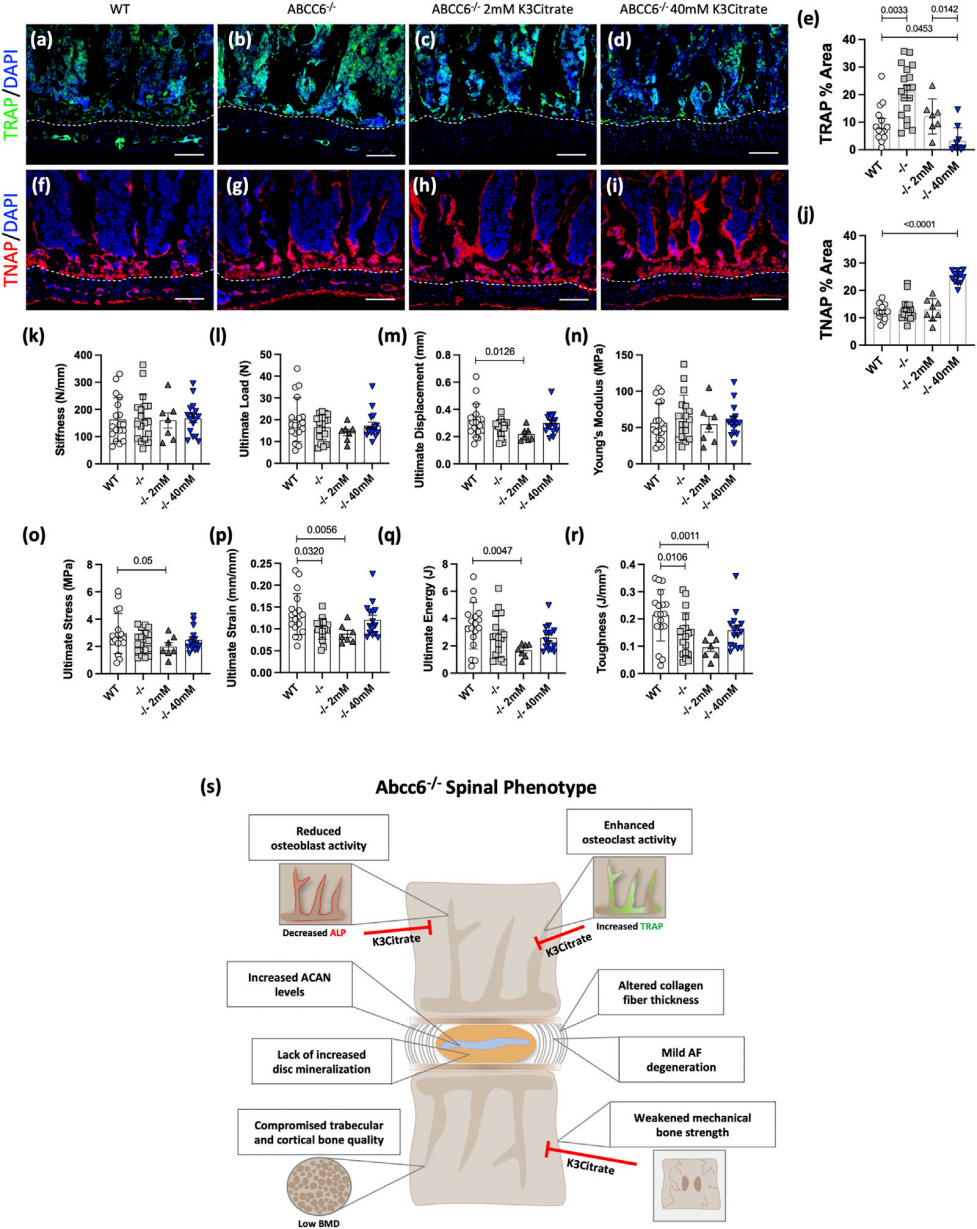
Potassium citrate (K3Citrate) treatment blocks osteoclast activation, increases osteoblastic activity, and restores mechanical strength of 23-week-old *Abcc6* ^−/−^ lumbar vertebrae. IHC staining showed decreased **(A–E)** TRAP staining and increased **(F–J)** TNAP staining in *Abcc6* ^−/−^ lumbar vertebrae after 40 mM K3Citrate treatment. **(K–R)** Biomechanical analysis revealed a restoration of **(P)** ultimate strain and **(R)** toughness in *Abcc6* ^−/−^ lumbar vertebrae after 40 mM K3Citrate treatment. **(S)** Schematic representing the role of ABCC6 loss on the spinal motion segment and the effects of K3Citrate treatment. Scale bar = 100 μm. Quantitative analyses are shown as mean ± SD. (*n* = 2 vertebrae/mice, *n* ≥ 4 mice/group). Significance was determined using ANOVA or uncorrected Kruskal-Wallis test as appropriate.

Biomechanical analysis of lumbar vertebrae from 23-week-old mice revealed that vertebrae of *Abcc6* ^−/−^ evidence lower ultimate strain (Figure 7P) and toughness (Figure 7R), suggesting that they experience hampered deformation capability and reduced energy absorption before fracture. Importantly, this reduced bone strength in *Abcc6* ^−/−^ vertebrae was restored when mice were supplemented with 40 mM K3Citrate. There were no differences in stiffness (Figure 7K) and ultimate load (Figure 7L) between WT and *Abcc6* ^−/−^ mice or the treatment groups. However, although not statistically significant, similar trends were observed for ultimate displacement (Figure 7M), ultimate stress (Figure 7O), and ultimate energy (Figure 7Q). At the structural level, *Abcc6* ^−/−^ mice treated with 40 mM K3Citrate evidenced a slight increase in trabecular bone parameters BV/TV, Tb.N., and BMD (Supplementary Figures S4A,C,F) and cortical parameters B.Ar. and MMI (Supplementary Figures S4G,H) over baseline values of age-matched WT mice, suggesting that there is some improvement in bone quality as a result of K3Citrate treatment.

Overall, these data suggest that early treatment of K3Citrate improved the cellular and mechanical changes that preceded morphological and structural changes to the bone. Therefore, long-term therapeutic treatment of K3Citrate has the potential benefit of abating trabecular and cortical bone loss by rescuing the mechanical deficit and reverting the cellular changes observed in the vertebrae. Figure 7S summarizes the spinal phenotype of *Abcc6* ^−/−^ mice and highlights the potential of K3Citrate treatment to treat the vertebral defects.

## Discussion

PXE is an extensively studied mineralization disorder and use of mouse models recapitulating PXE has provided extensive knowledge about ABCC6 function in maintaining the health of elastin-rich tissues that are prone to ectopic mineralization. While dystrophic calcification is one of the known phenotypes of intervertebral disc degeneration, it is unknown whether PXE affects mineralization pathways in the disc and although ABCC6 is not expressed in the spine, its systemic effects on the spine have not been studied in detail. In *Abcc6* ^−/−^ mice we found no increase in calcification of the disc, but unexpectedly, these animals had reduced vertebral bone quality and could become a valuable model for gaining further insight into intervertebral disc degeneration (Peng et al., 2021).

There are a limited number of previous studies of patients and mouse models of PXE that have investigated long bone phenotype. A recent clinical study reported that PXE patients have a higher OA score in knee and articular joints (Gielis et al., 2020), however, no effects on long bone mineral density in PXE patients and *Abcc6* knockout mice has been noted (Li et al., 2009; Jiang and Uitto, 2012; Martin et al., 2017). This study for the first time observed an osteopenic phenotype in the axial skeleton through a significant reduction of vertebral bone morphology parameters, including reduced trabecular bone volume, thickness, and number as well as reduced bone mineral density. These findings are in line with the early onset osteoporosis and spinal fractures seen in adult patients with heterozygous loss-of-function mutations in ENPP1 and osteoporosis in ENPP1^−/−^ mice, a model for GACI (Oheim et al., 2020). Likewise, reduced BMD in the lumbar spine has been noted in ENT1^−/−^ mice, a model for diffuse idiopathic skeletal hyperostosis (DISH) (Hinton et al., 2014; Oheim et al., 2020). These findings suggest that the axial skeleton is sensitive to the impairment of PPi levels. Furthermore, changes in bone turnover markers, such as increased TRAP and reduced TNAP abundance, have been associated with disc degeneration and osteoporosis and are considered valuable tools for understanding the cellular basis of bone loss (Nizet et al., 2020; Xiao et al., 2020). The elevated TRAP abundance observed before the structural deficit in vertebral bone was evident, suggesting that enhanced osteoclastogenesis in *Abcc6* ^−/−^ bone is the driving mechanism for such bone loss and that osteoblastic dysregulation evident by reduced TNAP staining follows osteoclastic activation.

Histological analyses at various ages provided evidence of mild but age-progressive disc degeneration in the AF compartment of *Abcc6* ^−/−^ mice. Aging promotes degeneration in both the NP and AF compartments (Novais et al., 2020), however only the AF of 16–18-months *Abcc6* ^−/−^ exhibited a higher incidence of degeneration. While decreased abundance of phenotypic markers CA3 and KRT19 is consistent with aging and degeneration (Lv et al., 2014; Silagi et al., 2018), yet the minor, or lack of, progressive changes observed in *Abcc6* ^−/−^ mice beyond 7–8 months suggested overall preservation of NP function. Importantly, the lack of major morphological changes in the NP compartment in *Abcc6* ^−/−^ mice explains the absence of severe deterioration in the overall architecture of the discs. While changes in the *Abcc6* ^−/−^ disc were relatively mild, the AF compartment appeared to be more sensitive to the absence of ABCC6, possibly because of the systemic reduction in extracellular PPi levels.

Despite the mild phenotypic differences, transcriptomic analysis showed enrichment of GO processes related to altered signaling and metabolic processes. Of these GO processes, the genes Npy6r, Ptgfr, and Egln3 were upregulated. 

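*Egln3* is itself a target of HIF-1, and KO mouse 7 stood apart from the other KO mice for it, at 5.93 log2 against 7.18 to 7.21 log2 for the others. Of 26 measured HIF-1 targets, 22 were lower in KO mice, with a median log2 fold change of −0.53. The hexokinase gene *Hk2* had a log2 fold change of −1.63 (standard error 0.68), *Ndrg1* of −1.19 (standard error 0.52) and *Pfkfb3*, which activates glycolysis, of −0.72 (standard error 0.40), and 0 members reached the cutoff. Without WT mouse 3, *Hk2* stood at −1.05 and *Pfkfb3* at −0.42. The list passed limma's camera test (adjusted p = 5.19e-05), with an adjusted p = 0.615 with an estimated correlation, and without WT mouse 3 its median was −0.28 (adjusted p = 0.00784 from camera). Its mean was lower where the control contrast was lower (Pearson's r = 0.891, permutation p = 0.00193, adjusted p = 0.00893; Spearman's rho = 0.881, permutation p = 0.00724, adjusted p = 0.0296; r = 0.918 without KO mice 7 and 8), and with that contrast as a covariate the list did not pass (adjusted p = 0.399). Of 18 genes of the prostaglandin pathway, *Ptgfr* was higher and *Ptgds*, which encodes a prostaglandin D synthase, lower at the cutoff (log2 fold change −1.39, standard error 0.44), and the list did not pass (adjusted p = 0.701 from camera).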

Npy6r expression is correlated with disc degeneration and has shown to increase expression in AF cells when exposed to inflammatory stimuli (Ashton et al., 1994; Dombrowski et al., 2020). While Ptgfr blocks the interaction of prostaglandin F2-alpha (PGF2α) to its receptor, Egln3, or PHD3, modulates NF-ĸB and HIF-1α signaling pathways and is controlled by both HIF-1α and proinflammatory cytokines (Fujita et al., 2012; Schoepflin et al., 2016; Silagi et al., 2021). Likewise, expression of MMP12, a promoter of ECM degradation and disc fibrosis (Gruber et al., 2014; Lv et al., 2016), Hdac2 and Tspan5, modulators of RANKL-induced osteoclastogenesis (Iwai et al., 2007; Dou et al., 2016) were all downregulated, suggesting changes in inflammation response genes in the AF of *Abcc6* ^−/−^ discs. However, it is important to note that the relatively small transcriptomic changes in the AF compartment of *Abcc6* ^−/−^ mice did not contribute to altering biological processes or molecular pathways associated with mineralization and were in line with overall milder phenotypic changes.

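Genes of inflammation did not shift as a set in KO mice. Of 25 cytokines, chemokines and their induced genes, 14 were higher, 11 lower and 0 at the cutoff (adjusted p = 0.875 from limma's camera). Of 29 interferon-stimulated genes, 22 were higher and 0 reached the cutoff (adjusted p = 0.0909 from camera). Among 15 genes of RANKL signalling, 7 were higher and 8 lower, and *Hdac2* and *Tspan5* were the 2 at the cutoff (adjusted p = 0.107 from camera). These 2 genes are in the list because the paper names them, so the count is not independent evidence. The interferon-stimulated genes passed camera, higher in KO mice, when the control contrast was a covariate (adjusted p = 0.000219), but not when the correlation between genes was estimated as well (adjusted p = 0.423).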

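Of 26 genes of pyrophosphate metabolism and mineralization, 14 were higher, 12 lower and 0 at the cutoff in KO mice. *Mgp*, which encodes the mineralization inhibitor matrix Gla protein, had a log2 fold change of 0.53 (standard error 0.38), *Phex*, an endopeptidase gene of osteocytes, of 0.78 (standard error 0.50), *Samd9l* of −0.66 (standard error 0.43) and *Alpl*, which encodes the alkaline phosphatase that hydrolyses pyrophosphate, of 0.27 (standard error 0.35). Without WT mouse 5 *Mgp* stood at 0.35 and *Alpl* at 0.019, without KO mouse 6 *Mgp* at 0.29 and *Samd9l* at −0.40, and without KO mouse 9 *Alpl* at 0.12. Without WT mouse 2 *Alpl* stood at 0.47 and *Phex* at 1.35, which reached the cutoff. Of 16 osteoclast genes, 11 were higher and 0 at the cutoff, with *Acp5*, which encodes TRAP, at 1.17 (standard error 0.64), *Atp6v0d2* at 0.78 (standard error 0.45) and *Dcstamp* at 0.66 (standard error 0.36). *Acp5* stood at 0.61 without WT mouse 5, in which it was lowest (13.52 log2), and *Atp6v0d2* at 0.51 without WT mouse 1. Of 17 genes of osteoblasts and osteocytes 12 were higher, and of 9 genes of hypertrophic chondrocytes 6 were higher, with 0 at the cutoff in either list. None of these lists passed limma's camera test (adjusted p = 0.875 for mineralization, 0.152 for osteoclasts, 0.133 for osteoblasts and osteocytes and 0.129 for hypertrophic chondrocytes). With the control contrast as a covariate, osteoclasts (adjusted p = 0.0115) and hypertrophic chondrocytes (adjusted p = 0.0210) passed, higher in KO mice, and mineralization did not (adjusted p = 0.399). With an estimated correlation besides, neither osteoclasts nor hypertrophic chondrocytes passed (adjusted p = 0.891 for each). From the grouping of the DEGs in general processes, the paper reasons that the AF transcriptome goes with the disc phenotype, which lacks mineralization and pronounced degeneration.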

Studies of human disc specimens and mouse models have shown a strong correlation among disc calcification, aging, and degeneration status (Warraich et al., 2013; Alvarez-Garcia et al., 2017; Hawellek et al., 2017; Novais et al., 2020), suggesting that dystrophic calcification is one of important sub phenotypes of the degenerative process. *Abcc6* null mice experience mineralization in elastin- and/or collagen-rich connective tissues of skin, eyes, and arteries (Bergen et al., 2000) and ENPP1 null mice show hypermineralization of collagen-rich tendons and ligaments (Zhang et al., 2016), suggesting that the elastin and collagen-rich AF tissue of the disc could be a potential site of ectopic mineralization in *Abcc6* ^−/−^ mice. A notable observation in our study was that there was no drastic increase in incidence of calcification within the NP and AF compartments of aged *Abcc6* ^−/−^ mice. These results suggest that in the avascular environment of the disc, calcium and PPi levels are tightly regulated regardless of the changes in systemic levels of PPi. Relevant to this phenotype, maintenance of extracellular matrix components that may contribute to modulation of mineralization is critical for disc function. For example, COMP, a marker for healthy and young discs is prominently localized in the AF compartment (Molinos et al., 2015) and shown to be an inhibitor of vascular calcification (Du et al., 2011), and the proteoglycan aggrecan inhibits apatite growth through Ca^2+^ binding (Eanes et al., 1992). Consequently, comparable COMP and ACAN levels in the AF accompanied by a decrease in ACAN turnover and elevated ACAN levels in NP, may suffice to prevent disc mineralization in *Abcc6* ^−/−^ mice. It is also important to note that COLX, a protein highly expressed by hypertrophic chondrocytes (Schmid et al., 1990; Roberts et al., 1998), is also a regulator of mineralization in the growth plate through its inhibitory actions and is elevated in *Abcc6* ^−/−^ mice (Kirsch et al., 2000).

Considering the importance of balancing the Pi/PPi ratio in regulating connective tissue mineralization, it would be expected that a decrement in systemic levels of PPi will result in ectopic mineralization. Ectopic mineralization, however, might be governed by the local vs. systemic regulation of PPi in a tissue-dependent fashion. The tissues usually affected in PXE patients are more reliant on, and therefore more susceptible to, systemic plasma concentrations of PPi. This point is underscored by a recent study comparing the phenotypes of patients with ENPP1 and ABCC6 deficiencies (Ferreira et al., 2021). The authors reported a significantly lower incidence of joint calcification in ABCC6-deficient patients than patients with ENPP1-deficit, suggesting that local regulation of PPi and AMP levels may be critical in ectopic mineralization of cartilaginous tissues (Ferreira et al., 2021). The intervertebral disc, like articular cartilage, is avascular and utilizes the microvasculature of the cartilaginous endplates (CEPs) for metabolite diffusion and likely relies upon locally generated PPi. Previous studies have shown an association between aortic calcification and intervertebral disc height loss in humans (Suri et al., 2012). Disc degeneration also results from nicotine-induced vascular hypertrophy, suggesting that vascular function is important for disc health (Iwahashi et al., 1976). Although we did not investigate the mineralization status of CEP vasculature, based on the CEP morphology and the mild disc phenotype observed it can be presumed that endplate vascular calcification is not a pathology in this model. Notably, progressive ankylosis protein (ANKH), another critical transmembrane protein responsible for regulating mineralization, is highly expressed in osteoblasts, skeletal muscle, as well as disc cells (Ho et al., 2000; Chen et al., 2009; Skybutyte et al., 2010). ANK^*ank/ank*^ mice exhibit a 30% reduction in plasma PPi, a 65% reduction in plasma citrate levels and altered long bone geometry along with progressive joint and disc calcification (Sampson and Davis 1976; Sampson 1988; Sampson et al., 1991; Szeri et al., 2020; Szeri et al., 2021). Furthermore, *in vitro* studies revealed that inhibition of ANKH via TNF increases NP cell mineralization (Krzyzanowska et al., 2021) and ANKH levels are elevated, possibly as a compensatory mechanism in degenerated NP tissues from human patients (Skybutyte et al., 2010), suggesting it may be the predominant player in controlling disc calcification. Therefore, mechanistic investigations of discs from ANK^*ank/ank*^ mice would be important to understand its tissue-specific function and causal effect in disc degeneration and calcification and may provide insights into the key role of locally generated PPi.

Current therapeutic interventions to address ectopic mineralization in disorders such as PXE involve a variety of approaches including PPi supplementation (Dedinszki et al., 2017), bisphosphonates (Kranenburg et al., 2018), statins (Guo et al., 2013), TNAP inhibition (Li et al., 2019), and dietary supplementation of magnesium and citrate (LaRusso et al., 2009; Phillips et al., 2015). Citrate plays an important role in cellular metabolism and about 90% of the body’s source of mobilizable citrate is stored in the bone (Costello et al., 2014), where it chelates calcium and stabilizes apatite nanocrystals for bone formation. In addition to export of citrate via ANK, osteoblasts are responsible for the uptake and storage of citrate, where uptake of plasma citrate relies on sodium-dependent plasma membrane citrate transporter SLC13A5 (Irizarry et al., 2017). Furthermore, reduced bone and plasma citrate levels have been associated with osteoporosis and positively correlate with lumbar BMD (Chen et al., 2018). *Abcc6* ^−/−^ mice treated with K3Citrate exhibited a dose-dependent decrease in TRAP levels, where a low dose normalized TRAP levels to that seen in wild-type vertebrae and a higher dose resulted in further reduction. Although TNAP activity was comparable in 23-week-old WT and untreated *Abcc6* ^−/−^ mice, TNAP activity significantly increased after 40 mM K3Citrate treatment. Taken together, these data agree with previous findings where cultures of osteoclasts have shown a dose-dependent reduction of osteoclastogenesis after K3Citrate treatment (Granchi et al., 2017) and suggests that citrate plays a role in regulating both osteoclast differentiation and possibly osteoblast maturation/function. Furthermore, compression analysis of *Abcc6* ^−/−^ vertebrae revealed compromised structural and material properties, seen via reduced ultimate strain and toughness showing that the vertebrae are more prone to fracture. After 40 mM K3Citrate treatment, however, there was a restoration of these parameters. This suggests that long-term treatment of K3Citrate is safe and would provide a positive outcome in rescuing vertebral bone quality by promoting direct incorporation of citrate in bone matrix and/or modulating function of bone cells. Moreover, this treatment modality could benefit not only PXE-related changes in vertebrae, but also for other conditions that afflict the spine. In summary, this study provides novel insights into the role of ABCC6 and contribution of systemic PPi in maintaining the health of the intervertebral disc and axial skeleton.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Abcc6 Null Mice—a Model for Mineralization Disorder PXE Shows Vertebral Osteopenia Without Enhanced Intervertebral Disc Calcification With Aging
**Source:** Front Cell Dev Biol. 2022 Feb 3;10:823249. doi: 10.3389/fcell.2022.823249
**Supplement:** Supplementary file 1

Supplementary Material

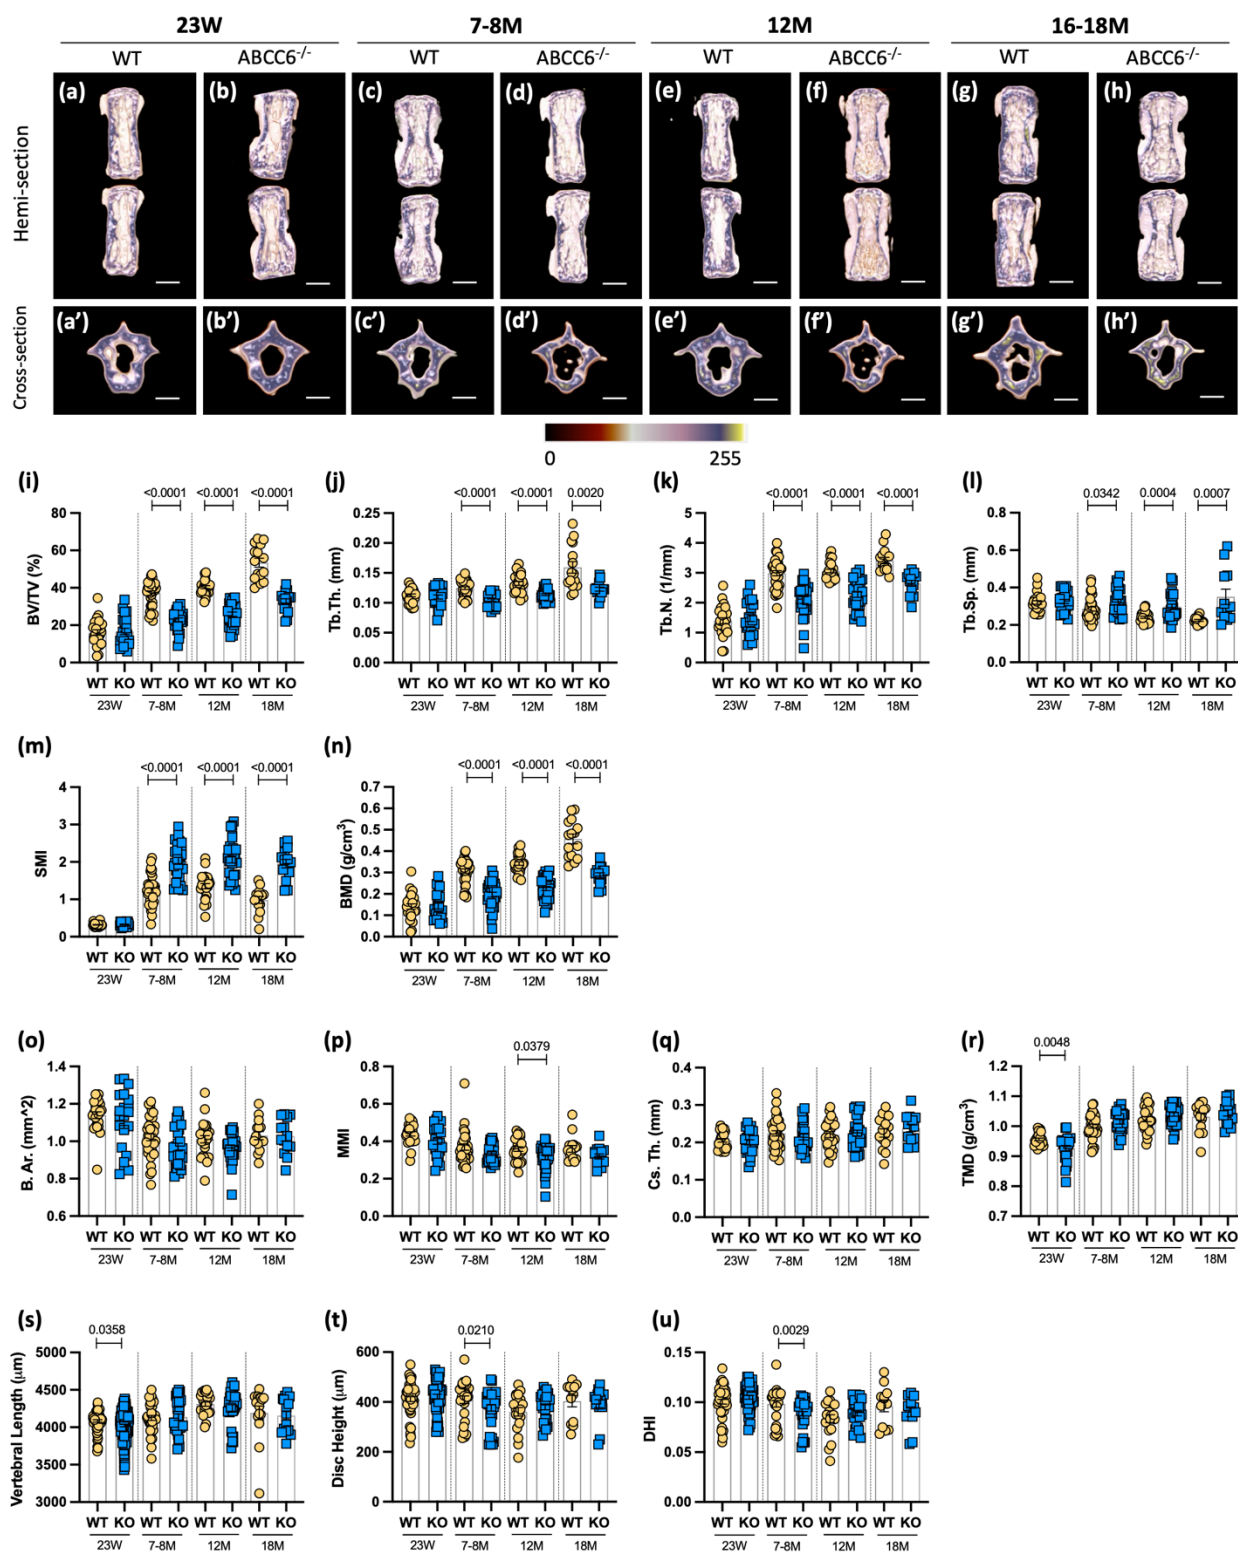

Supplementary Figure 1. *Abcc6*^{-/-} mice exhibit trabecular thinning of caudal vertebrae.

Representative microCT reconstructions of (*a-h*) hemi- and (*a'-h'*) cross-sections show consistent trabecular thinning in caudal vertebrae of *Abcc6*^{-/-} mice at all timepoints. Quantitative microCT analysis of trabecular bone (*i-n*) BV/TV, Tb.Th., Tb.N., Tb.Sp., SMI, BMD, and cortical bone (*o-r*) B.Ar., MMi, Cs.Th., TMD. (*s*) Vertebral length, (*t*) disc height and (*u*) DHI are shown for caudal motion segments. Quantitative analyses are shown as mean $\pm$ SD (*n* = 2-4 discs/mice; 3-5 vertebrae/mice, *n* $\geq$ 5 mice/genotype). Significance was determined using unpaired t-test or Mann Whitney as appropriate. Scale bar=1 mm. BV/TV= bone volume/tissue volume. Tb.Th.= trabecular thickness. Tb.N.= trabecular number. Tb.Sp.= trabecular spacing. SMI= structural model index. BMD= bone mineral density. B.Ar.= bone area. MMi= mean polar moment of inertia. Cs.Th.= cross-sectional thickness. DHI= disc height index.

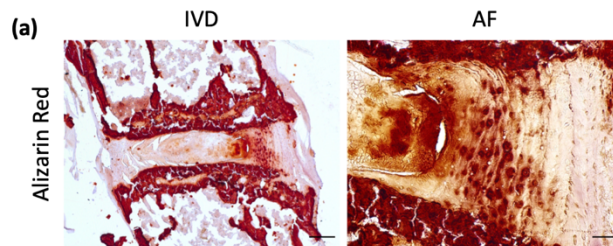

Supplementary Figure 2. Presence of robust Alizarin Red staining within AF of 16-18M *Abcc6*^{-/-} disc. (*a*) Representative Alizarin Red staining showing robust free calcium staining within the AF region of a 16-18M *Abcc6*^{-/-} mouse disc.

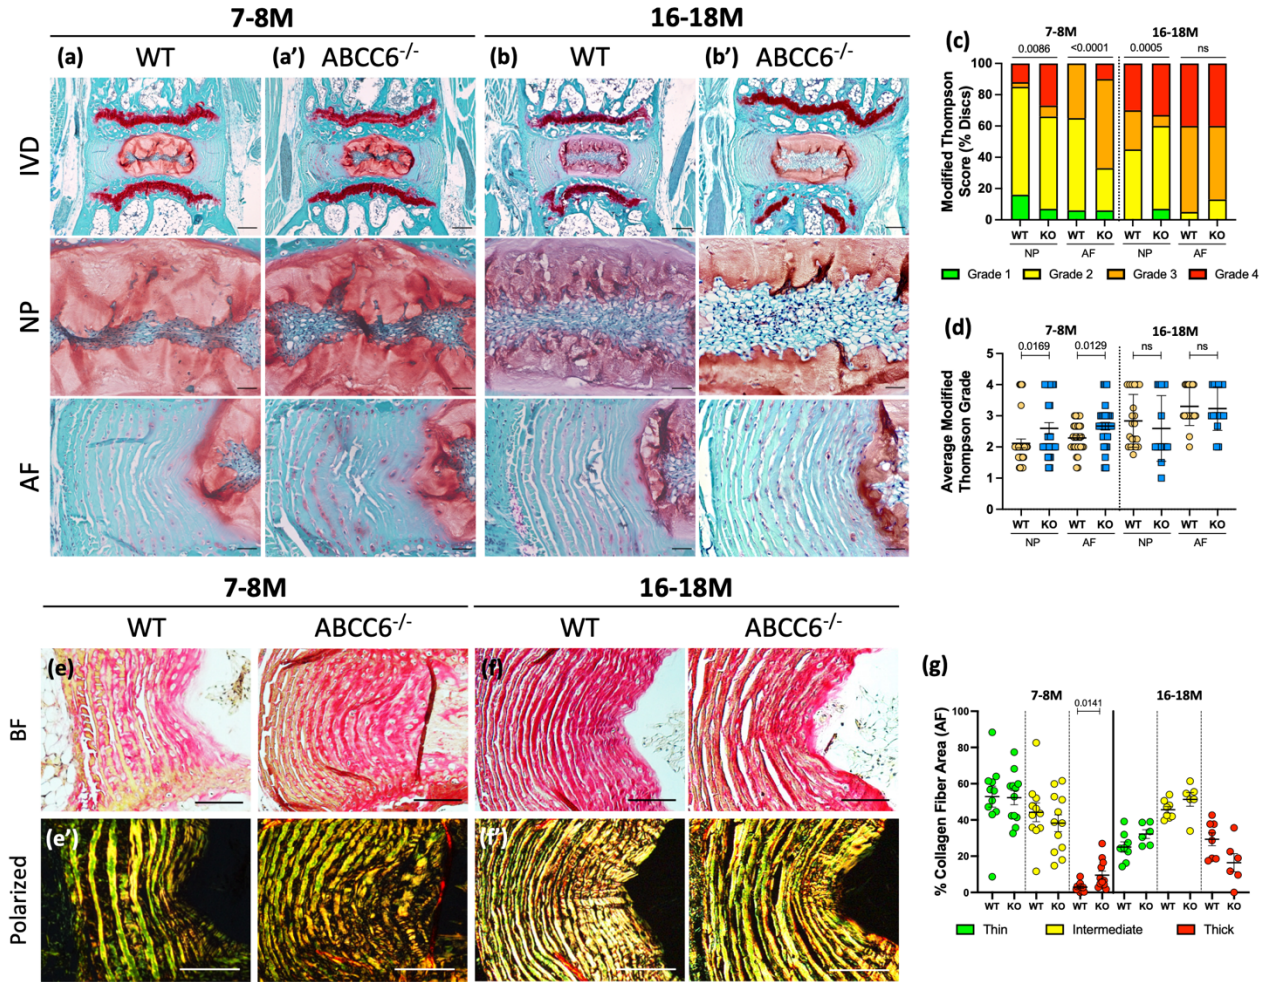

Supplementary Figure 3. Caudal discs of *Abcc6*^{-/-} mice showed minor AF degeneration with comparable collagen fiber composition. (a-b') Safranin O/Fast Green and hematoxylin staining of (a-a') 7-8 month and (b-b') 16-18-month-old lumbar discs showed tissue morphology and proteoglycan content consistent with age-related disc degeneration (row 1, scale bar = 200μm and rows 2-3, scale bar = 50μm). (c, d) Histological grading analysis using the modified Thompson scale showed altered levels of NP and AF degradation but similar average Thompson grades. (e-g) Picrosirius Red staining and quantification of percent collagen fiber area showed no difference in overall collagen fiber thickness in the AF of *Abcc6*^{-/-} caudal discs. Quantitative analyses are shown as mean ±SD. Significance of grading distribution was determined using a χ^2 test. Significance of average grade data and percent area were determined using unpaired t-test or Mann Whitney test as appropriate.

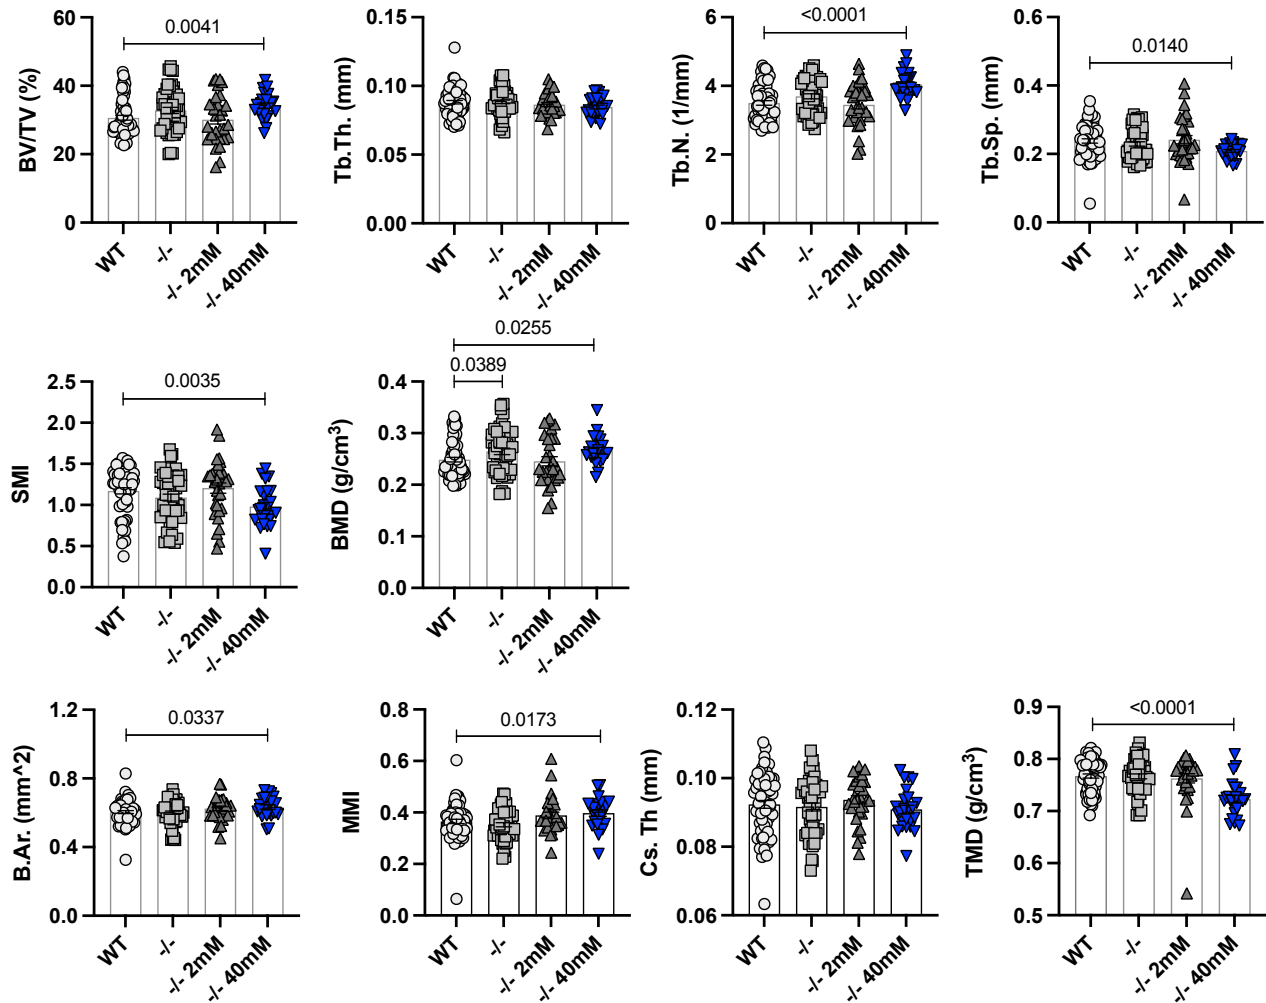

Supplementary Figure 4. Effect of K3Citrate treatment on vertebral bone quality in *Abcc6*^{-/-} mice. Quantitative microCT analysis of trabecular bone parameters (a-f) BV/TV, Tb.Th., Tb.N., Tb.Sp., SMI, BMD, and cortical bone parameters (g-j) B.Ar., MMI, Cs.Th., TMD of 23-week-old WT and *Abcc6*^{-/-} mice treated with or without 2 mM and 40 mM K3Citrate for 20 weeks.

Quantitative analyses are shown as mean $\pm$ SD (n = 4 vertebrae/mouse, n $\geq$ 5 mice/genotype). Significance was determined using unpaired t-test or Mann Whitney as appropriate. BV/TV= bone volume/tissue volume. Tb.Th.= trabecular thickness. Tb.N.= trabecular number. Tb.Sp.= trabecular spacing. SMI = structural model index. BMD = bone mineral density. B.Ar.= bone area. MMI= mean polar moment of inertia. Cs.Th.= cross-sectional thickness.

How the deposited data were processed for this re-analysis (not part of the article)

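AF tissue of the lumbar discs of 4 WT mice (mice 1, 2, 3 and 5) and 4 *Abcc6* -/- mice (KO mice 6, 7, 8 and 9), all female and 7 months old, was measured on Mouse Clariom S arrays. Each array is 1 mouse, so that mice are the replicates. The authors scanned the arrays with Command Console and summarised them with the Transcriptome Analysis Console. The deposited table holds log2 signal after sst-RMA, and it includes control probe sets. The authors' genome build is not stated, so no coordinates are given. Array medians of the deposited values differ by at most 0.18 log2 and the median log2 fold change of all probe sets is 0.03. Correlations between arrays run from 0.893 to 0.969. All sample columns of the table were used (0 left out).

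Of the 28846 probe sets, 6640 control probe sets were left out of the comparison. Of the 22206 tested, 19572 carry 1 gene symbol, 0 carry several and 2634 are unnamed. The symbols are those of the deposited annotation, all 19572 were found by gene identifier in the annotation of GRCm38.p6, and 0 differed. That annotation was used only for names and for which genes neighbour *Abcc6*. Where a gene had several probe sets, the one with the highest mean over the 8 mice gave the values of the single gene, while the lists held all probe sets of their genes. These were more than the genes in 4 lists, with 23 probe sets of 21 immediate-early genes, 20 of 18 circadian clock genes, 10 of 9 Y-linked genes and 323 of 321 vomeronasal receptors. The filter of the paper on detection above background could not be repeated, since the table holds no detection p-values.

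KO minus WT differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) without covariates. DEGs were taken at the paper's cutoff of unadjusted p ≤ 0.01 and fold change ≥ 1.75, and adjusted p-values are those of Benjamini and Hochberg over all probe sets tested, also read at the FDR of 0.5 that the paper prints. The paper's text does not name the test run in the console. Its statistics section, on analyses in Prism, names a *t*-test or Mann-Whitney test for differences between groups. The unpaired *t*-test was run as an alternative. Separation of the genotypes was measured with the pseudo-F over Euclidean distances and with principal components of centred values. Permutation p-values are 2-sided and exact, over the 35 splits of the mice into 4 and 4 or over all orders of the mice for a correlation.

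Named genes were chosen by a fixed rule. It takes *Abcc6*, the 35 genes that the paper names or shows in Fig. 6I,J (whose values in the figure had been seen), the genes of the stained proteins, and the 8 largest increases and 8 largest decreases among named probe sets at the cutoff without overlap between genotypes. It also takes up to 4 members with the smallest p of each list that passed and of the mineralization, osteoclast, elastic fibre, AF and muscle lists. *Ptgds* and *Bmpr2* fall outside the rule and were named after their values were seen. The 45 gene lists cover the disc matrix and its cells, mineralization and bone, signalling and inflammation, metabolism, other cell types of the dissected tissue, stress and clock genes, and gene families. All had at least 5 measured members. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the 45 lists. No GO annotation was at hand, so that the enrichment of the paper was not repeated.

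Olfactory and vomeronasal receptors among the probe sets called were compared with all other named probe sets by Fisher's exact test, and again within 10 classes of mean signal by the Mantel-Haenszel test. Genes within 10 Mb of *Abcc6* on its chromosome were compared with all others by Fisher's exact test. Of 219 such probe sets, 1 (*Klk1b22*) was at the cutoff, against 150 of 19350 others (odds ratio 0.587, 95% confidence interval 0.0147 to 3.36, Fisher's exact test, p = 1).

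The procedure was tested on simulated data with the number of probe sets and mice of the study. The cutoff was reached by 26% of genes changed 1.75-fold, 44% changed 2-fold, 72% changed 3-fold and 98% changed 5-fold, and by 192 of 22006 unchanged genes. After adjustment, 2% of genes changed 2-fold and 18% changed 3-fold passed. The number of arrays limits the precision of every fold change.

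The alternatives were quantile normalization, median centring, filters on low signal, other fold change and p cutoffs, an intensity trend with robust priors, array quality weights, the *t*-test, the mean of the muscle or erythroid markers as a covariate, an estimated correlation, scaling to unit variance, the 1000 most variable probe sets, windows of 5 and 20 Mb, and leaving out each mouse in turn. The control contrast as a covariate, also with an estimated correlation, and Tukey biweight group means (tuning constant 5) were added after the values had been seen.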

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

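The tests of the control contrast, of the Klk1b family, of the probe sets shared with the muscle covariate and of other splits for all results but the count at the cutoff were chosen after the results had been seen. The tests of other splits for that count, of muscle, of signal near background and of the surroundings of *Abcc6* were chosen beforehand. The first pattern is the set of 161 probe sets at the paper's cutoff, which 192 of 22006 unchanged simulated genes reached too. Chance cannot be excluded for this count, since 10 of the 35 splits of the 8 mice into 4 and 4 gave as many probe sets or more, with a highest count of 2172 for WT mice 1, 3 and 5 with KO mouse 8 against the rest. This split is that of the labels with WT mouse 2 and KO mouse 8 exchanged, and has the largest difference in control contrast of all splits (1.26 log2). What lies behind it was not tested, and the *Abcc6* probe set checks no genotype. With the muscle mean as a covariate 196 probe sets were called, 103 of them among the 161. All 161 kept direction and a fold change of 1.75 or more (median size 1.29 log2 against 1.27), while 58 no longer reached the p cutoff. These values argue against the higher muscle signal of WT mouse 1 as the whole cause. They cannot decide on different amounts of muscle among the other mice, where the muscle mean lay within the range of the negative control medians. A lower contrast between positive and negative control probe sets on some arrays stays open for part of the calls, since 71 were called with it as a covariate, 31 of them among the 161, although all 161 kept direction and 135 a fold change of 1.75 or more (median size 1.00 against 1.27 log2, median standard error 0.36 in both), and so does an effect of genotype, as 3 of the 4 KO arrays had a lower contrast than any WT array.

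The second pattern is the excess of chemosensory receptors among the probe sets higher in KO mice. Of the 41 receptors, 38 lay below the 95th percentile of the vomeronasal receptor probe sets in WT mice, as did 18117 of all 22206 probe sets. Against probe sets of the same mean signal the odds ratio was 10.0 (95% confidence interval 6.55 to 15.4). This comparison cannot decide on signal near background, since matching on mean signal leaves differences in background between arrays. Its interval also takes the receptors as independent, where camera estimated correlations of 0.35 (olfactory) and 0.42 (vomeronasal). A lower control contrast may account for much of the shift, since the median log2 fold change of the receptors was 0.44 and, with the contrast as a covariate, 0.072. Chance cannot be excluded for the 41 receptors, as 5 of the 35 splits gave as many or more, with up to 384. With the contrast as a covariate the excess of receptors did not pass (odds ratio 2.57, Fisher's exact test, p = 0.0616) and the vomeronasal list did (adjusted p = 0.0352 from camera, 0.891 with an estimated correlation), so that a change with genotype stays open for part of the shift.

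The third pattern is *Klk1b22*, higher in all 4 KO mice, KO mouse 8 included. A lower control contrast as the whole cause is argued against by the log2 fold change of 2.77 (standard error 0.42) with the contrast as a covariate, against 2.64 without it. As *Klk1b22* lay below the negative control median of the array in every WT mouse, both values are differences from background and no exact fold. Signal shared with other Klk1b genes is argued against by the largest log2 fold change of the 11 others, 0.90 (standard error 0.33) for *Klk1b8*. Sequence of the stem cell strain around the targeted allele cannot be told apart from an effect of *Abcc6* loss, because the gene lies within 5 Mb of *Abcc6*. The odds ratio of 0.587 for calls within 10 Mb has an upper limit of 3.36. Chance cannot be excluded either, since the adjusted p of *Klk1b22* was 0.535 from limma over 22206 probe sets. A response of *Klk1b22* to the loss of *Abcc6* stays open as a hypothesis, found and tested on the same mice.

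For the lists and the surroundings of *Abcc6*, chance cannot be excluded either. As many lists as the 17 were called in 19 of the 35 splits, with up to 26. For the 1 probe set near *Abcc6*, 18 of 35 splits gave as many or more, with up to 20. For the 0 genes at an adjusted p under 0.05 in limma (1172 at an unadjusted p under 0.05, 0 by the unpaired t-test), other splits decide nothing, since any count in the 35 splits (up to 615) is at least 0.

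In 24 of 360 groups of 4 mice examined, 1 mouse stood apart from the others of its genotype, where chance gives about 1 in 20 groups. KO mouse 8 did so with low signal for *Olfr772* (11.05 log2), *Olfr773* (9.76), *Olfr1314* (8.05), *Olfr1353* (5.38), *Klk1b21* (5.67) and the means of the olfactory (5.37) and vomeronasal (5.83) receptors. It stood apart with high signal for *Gas6* (7.94), *Mbp* (7.27), *Clint1* (11.19) and *Pkm* (12.63). KO mouse 6 was high for *Sis* (9.33) and *Krtap6-1* (6.35), KO mouse 7 low for *Egln3* (5.93) and KO mouse 9 low for *Fosb* (9.06). WT mouse 1 was high for *Mal* (12.42), *Psmd6* (12.04) and the skeletal muscle mean (6.58), and WT mouse 2 high for *Phex* (12.56) and the mean of osteoblasts and osteocytes (9.66). WT mouse 3 was high for *Comp* (16.33) and the means of the circadian clock (8.76) and senescence (8.83) lists and low for *Ifna1* (5.49).

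Other lists passed camera at an adjusted p under 0.05, none of them with an estimated correlation (adjusted p = 0.615, and 0.701 for neutrophils). Their median log2 fold changes were −0.84 for immediate-early genes, −0.71 for heat shock, −0.54 for glycolysis, −0.51 for neutrophils and their precursors, −0.44 for the circadian clock, −0.41 for Schwann cells and nerve, and −0.25 for the citrate cycle and citrate transport. They were 0.43 for taste and trace amine receptors, 0.34 for keratin-associated proteins and 0.30 for defensins. Heat shock, glycolysis, citrate and nerve no longer passed without WT mouse 1 (adjusted p = 0.0676, 0.0668, 0.147 and 0.905 from camera). The circadian clock did not pass without WT mouse 3 (adjusted p = 0.177, median −0.12), nor neutrophils without KO mouse 6 (adjusted p = 0.482, median −0.080).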

How the results depend on the processing

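The control contrast and the biweight means were chosen after the values had been seen. Under all alternatives run, 0 genes passed an adjusted p of 0.05 in limma (1172 at an unadjusted p under 0.05), with smallest adjusted p-values from 0.123 to 1.00, and 0 did by the unpaired t-test. *Abcc6* kept its direction and stayed short of the threshold, and no alternative separated the genotypes (pseudo-F 0.798 to 1.75).

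The count of 161 at the cutoff was 9 with a p cutoff of 0.001 (3 higher, 6 lower), 105 among the 14804 and 73 among the 11103 probe sets of highest signal, 29 above the vomeronasal percentile (3811 probe sets; 10 higher, 19 lower), 704 with array quality weights, 73 by the t-test, 71 with the control contrast as a covariate, and 49 (without WT mouse 3) to 992 (without KO mouse 8) when 1 mouse was left out. The filters test fewer probe sets; for the others the cause was not tested. The 34 genes of the paper at the cutoff were 13 by the t-test, 21 with the muscle covariate, 7 with the control contrast and 8 to 30 with 1 mouse left out. The 17 lists were 0 with an estimated correlation, with or without the control contrast, 8 above the vomeronasal percentile (23 lists left, 10 of the 17 among them, of which 4 passed) and 7 with the control contrast (2 of the 17). The odds ratio of the receptors stayed above 1 in all settings, but with the control contrast it was 2.57 (Fisher's exact test, p = 0.0616). The odds ratio near *Abcc6*, never past the threshold, moved above 1 among the 14804 probe sets of highest signal (1.03), by the t-test (1.28), with the muscle covariate (1.48) and with the control contrast (1.40), and ran from 0.993 to 2.36 with 1 mouse left out.

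Of 61 named genes at the cutoff, 49 kept it with quantile normalization, 46 with trend and robust priors, 25 by the t-test, 45 with either marker covariate, 22 (without WT mouse 3) to 52 (without KO mouse 8) with 1 mouse left out and 17 with the control contrast. Log2 fold changes that changed sign were those of *Col1a1* (0.045 with quantile normalization), *Col1a2* (0.22 with quantile normalization, 0.088 with the control contrast), *Col2a1* (0.44) and *Col10a1* (0.067) with the control contrast, and with 1 mouse left out the ranges were −0.47 to 0.18 for *Col1a1*, −0.49 to 0.30 for *Col1a2*, −0.58 to 0.40 for *Col2a1*, −0.090 to 1.17 for *Car3* and −0.17 to 1.43 for *Krt19*. Lists that did not pass were given no direction, a rule made after their medians near 0 had been seen to change sign. Of those that passed, medians changed sign with the control contrast for citrate (0.022), proteasome (0.017), kallikreins (−0.041) and defensins (−0.047), where camera's own direction was the opposite of the median's for the first 3, and the median of nerve markers ran from −0.73 to 0.11 with 1 mouse left out (0.11 without WT mouse 1). The causes were not tested. Signal over background, as measured by the control contrast, differed between arrays and limits what can be read from probe sets of low signal.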

Differences from the paper's values

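The paper's values for single genes are fold changes in Fig. 6I,J, read by eye, and are given on the log2 scale too. A value is said to differ when its sign is opposite to the paper's or when it lies more than 1 standard error of the log2 fold change, taken from the same setting, from the paper's. Both values come from the same arrays, so the standard error serves as a yardstick and not as a test of disagreement. Of the 35 genes, 29 did not differ by this rule. In the 6 that did, values from limma stand beside the paper's.

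For *Olfr772* the paper's fold change is about 9.3 (log2 about 3.2) in Fig. 6I, read by eye, and the value here is 5.31 (log2 2.41). Of the alternatives set before the data were examined, quantile normalization, array quality weights, the unpaired t-test, the muscle and erythroid covariates, and leaving out WT mouse 1, WT mouse 2 or KO mouse 8 gave values that did not differ. The t-test has the same log2 fold change as limma with a larger standard error for *Olfr772* (0.95 against 0.76), so it comes no nearer to the paper's value. Median centring, trend and robust priors, and leaving out WT mouse 3, WT mouse 5, KO mouse 6, KO mouse 7 or KO mouse 9 gave values that did differ.

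For *Olfr1166* the paper's fold change is about 7.1 (log2 about 2.8) in Fig. 6I, read by eye, and the value here is 4.41 (log2 2.14). Quantile normalization, array quality weights, the unpaired t-test, the erythroid covariate, and leaving out WT mouse 2, WT mouse 5, KO mouse 8 or KO mouse 9 gave values that did not differ, the t-test by its larger standard error alone (0.77 against 0.63 in limma, at the same fold change). The erythroid covariate (log2 2.17, standard error 0.68) and leaving out KO mouse 9 (log2 2.17, standard error 0.73) hardly moved *Olfr1166*, and without their larger standard errors would differ too. Median centring, trend and robust priors, the muscle covariate, and leaving out WT mouse 1, WT mouse 3, KO mouse 6 or KO mouse 7 gave values that did.

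For *Olfr1314* the paper's fold change is about 6.9 (log2 about 2.8) in Fig. 6I, read by eye, and the value here is 4.36 (log2 2.13). Quantile normalization, array quality weights, the unpaired t-test, both marker covariates, and leaving out WT mouse 1, WT mouse 2 or KO mouse 8 gave values that did not differ, the t-test by its larger standard error alone (0.78 against 0.64 in limma, at the same fold change). Median centring, trend and robust priors, and leaving out WT mouse 3, WT mouse 5, KO mouse 6, KO mouse 7 or KO mouse 9 gave values that did.

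For *Ifna12* the paper's fold change is about 2.9 (log2 about 1.5) in Fig. 6I, read by eye, and the value here is 2.2 (log2 1.14). Its signal lay below the median of the negative control probe sets on every array. Array quality weights, the unpaired t-test, both marker covariates, and leaving out WT mouse 2, WT mouse 3, WT mouse 5, KO mouse 8 or KO mouse 9 gave values that did not differ. The t-test (same log2 fold change) and leaving out WT mouse 2 (1.09), WT mouse 5 (1.14) or KO mouse 9 (1.11) did so by a larger standard error alone, with no value nearer to the paper's. Quantile normalization, median centring, trend and robust priors, and leaving out WT mouse 1, KO mouse 6 or KO mouse 7 gave values that did.

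For *Ide* the paper's fold change is about −2.2 (log2 about −1.1) in Fig. 6J, read by eye, and the log2 fold change here is −1.66. Quantile normalization and leaving out WT mouse 3, WT mouse 5 or KO mouse 6 gave values that did not differ, and the other alternatives set beforehand gave values that did. With the control contrast, chosen after seeing the values and under which 7 of the paper's 35 genes reached the cutoff, it did not differ either. Without WT mouse 5 (−1.60, standard error 0.52) and with the control contrast (−1.62, standard error 0.55), *Ide* still lay more than limma's standard error of 0.46 from the paper's value, so that the larger standard error decides.

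For *Egln3* the paper's fold change is about 3.5 (log2 about 1.8) in Fig. 6I, read by eye, higher in KO mice, and the log2 fold change here is −0.67. All alternatives, set beforehand or added later, gave a value below 0, and none called the gene.

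With Tukey biweight group means, chosen after seeing the values, 34 of the 35 genes did not differ, *Egln3* being the exception, and 34 reached the cutoff, so that this setting leaves out 1 of the paper's genes, as the main setting does. Fold changes with these means were 9.35 for *Olfr772*, 7.16 for *Olfr1166* and 6.97 for *Olfr1314*, beside about 9.3, 7.1 and 6.9 in the figure. The paper does not state how its group means were taken.

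The paper describes the WT samples as clustered in Fig. 6A. Here the mean distance between WT mice was 141 and that between genotypes 140, while the outlying position of KO mouse 8 among the KO mice matches the figure.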

Other observations

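Immediate-early genes, which cells switch on within minutes of a stimulus, were lower in KO mice as a set. Of 23 probe sets of 21 genes, 21 were lower, with *Fosb*, *Atf3* (log2 fold change −2.4, standard error 0.71) and the nuclear receptor gene *Nr4a1* (−1.98, standard error 0.57) at the cutoff, and *Egr1* at −2.05 (standard error 0.72). Their mean was 9.17 ± 0.90 log2 (SD, n = 4) in WT and 8.20 ± 0.35 log2 (SD, n = 4) in KO mice, with WT mouse 3 highest at 10.50 log2. The list passed limma's camera test (adjusted p = 1.12e-07, adjusted p = 0.615 with an estimated correlation), and of the lists lower in KO mice it alone passed with the control contrast as a covariate (adjusted p = 0.000219, but 0.891 with an estimated correlation besides). Without WT mouse 3 the median log2 fold change of the list was −0.45, from −0.84, and the list still passed (adjusted p = 5.99e-05 from camera), while *Fosb* stood at −1.66, from −2.60, and *Egr1* at −1.28. Heat shock genes (10 of 12 lower, adjusted p = 0.00692), with *Hspa1a* at −1.69 (standard error 0.71), and circadian clock genes (17 of 20 probe sets of 18 genes lower, adjusted p = 0.00179), with *Per1* at −1.50 (standard error 0.72) and *Cry2* at −1.43 (standard error 0.48), passed as well, but not with the estimated correlation (adjusted p = 0.615 for each) or the control contrast (adjusted p = 0.399 and 0.121). WT mouse 3 had the highest mean of the clock genes, 8.76 log2, and without it that list did not pass (median log2 fold change −0.12 from −0.44, adjusted p = 0.177 from camera). The heat shock list did not pass without WT mouse 1 (median −0.49 from −0.71, adjusted p = 0.0676 from camera), and its median was −0.45 without WT mouse 3. *Hspa1a* stood at −0.98 and *Per1* at −0.73 without WT mouse 3. The hour of dissection is not given in the paper.

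Enzymes of glycolysis (14 of 16 lower, adjusted p = 0.00101) and of the citrate cycle and citrate transport (21 of 25 lower, adjusted p = 0.00358) were lower in KO mice as sets, each with an adjusted p = 0.615 with an estimated correlation, and 0 members reached the cutoff. Neither passed without WT mouse 1 (median log2 fold change −0.31 from −0.54 and −0.20 from −0.25, adjusted p = 0.0668 and 0.147 from camera), and the citrate median was −0.48 without KO mouse 8. Examples are the phosphofructokinase gene *Pfkp* (log2 fold change −1.45, standard error 0.59), the pyruvate kinase gene *Pkm* (−0.79, standard error 0.39; −0.49 without WT mouse 3) and *Acly*, which encodes ATP citrate lyase (−1.09, standard error 0.42). Neither list passed with the control contrast as a covariate (adjusted p = 0.221 and 0.949), under which the citrate median was 0.022. The defensins (52 of 61 higher, adjusted p = 4.82e-05 from camera) and the keratin-associated proteins (46 of 50 higher, adjusted p = 8.12e-05) were higher in KO mice as sets, with an adjusted p = 0.615 with an estimated correlation for both. Neither passed with the control contrast as a covariate (adjusted p = 0.986 and 0.892), and the median of the defensins was −0.047. Without KO mouse 7 the medians were 0.15 (from 0.30) for the defensins and 0.21 (from 0.34) for the keratin-associated proteins, without KO mouse 8 they were 0.49 and 0.51, and the defensins' was 0.20 without WT mouse 3. *Defa3* and *Defa17*, both at the cutoff with a log2 fold change of 0.93 (standard error 0.28), have identical values and count as 1 measurement.

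The lists of ribosomal proteins (adjusted p = 0.0562), oxidative phosphorylation (0.107), senescence (0.203), the cell cycle (0.247) and Y-linked genes (0.703) did not pass camera. With the control contrast as a covariate, ribosomal proteins (adjusted p = 4.82e-06) and oxidative phosphorylation (adjusted p = 0.000351) passed, higher in KO mice, but neither did with an estimated correlation besides (adjusted p = 0.891 for each).

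Over the 8 mice, the means of 12 of the 45 lists followed the control contrast (adjusted p under 0.05 for Pearson's r), and all 12 were among the 17 that passed camera. The closest relation was that of the keratin-associated proteins (Pearson's r = −0.984, permutation p = 0.000124, adjusted p = 0.00335; Spearman's rho = −0.976, permutation p = 0.000397, adjusted p = 0.00893; r = −0.970 without KO mice 7 and 8). The immediate-early genes were not among the 12 (Pearson's r = 0.602, permutation p = 0.0875, adjusted p = 0.179; Spearman's rho = 0.452, permutation p = 0.267, adjusted p = 0.430; r = 0.700 without KO mice 7 and 8). In limma, 1501 probe sets followed the control contrast at an adjusted p under 0.05 when it was fitted in place of genotype, and 142 when it was fitted beside genotype.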
